# Profiling of genes associated with the murine model of oxygen-induced retinopathy

**Published:** 2013-04-03

**Authors:** Xia Yang, Xiaoguang Dong, Changkai Jia, Yiqiang Wang

## Abstract

**Purpose:**

To compare the clinical features and gene expression patterns of the physiologic development of retinal vessels and oxygen-induced retinopathy (OIR) in a mouse model, with the aim of identifying differential regulators of physiologic and pathological angiogenesis in the retina.

**Methods:**

C57BL/6J mice were used. Seven-day-old pups were subjected to OIR induction following the standard protocols of entering a hyperoxic chamber on day 7 (P7) and returning to a normoxic condition (relative hypoxia) on day 12 (P12). The retinal vasculatures in the OIR model 24 h (P8-O) or 5 days (P12-O) after switching to the hyperoxic environment and 24 h (P13-O) after returning to normoxic conditions were evaluated with retinal flat mounts and compared with those of age-matched controls (i.e., P8-N, P12-N, P13-N). Gene expression profiling was performed using Phalanx Mouse Whole Genome OneArray microarrays. Normal 9-day-old mice were considered representative of physiologic angiogenesis and compared with 30-day-old mice. A bioinformatics analysis was performed on differentially expressed genes using various comparisons, and real-time reverse-transcription PCR was used to confirm the changes in the genes of interest.

**Results:**

The sequential orders and patterns of vasculature development in normal mice and the OIR models were significantly different. In brief, in the early days (P1 to P7) for normal mice, retinal vessels grew from the optic disc into the non-vascularized retina in a radial fashion. In the hyperoxic stage of the OIR model, the main central retina became devoid of a vascular network, and when the mice returned to the normoxic room, the vessels grew from peripheral perfused areas toward the center of the retina, but the development of intermediate and deep layers of vasculature was significantly delayed. Gene profiling at three critical time points (P8, P12, and P13) showed that 162 probes were upregulated to ≥1.5-fold or downregulated to ≤0.67-fold at one or more time points in the OIR model compared to the controls. In the 45 upregulated genes for the P8-O/P8-N group, enriched genes were mainly related to cytoskeleton formation, whereas the 62 upregulated genes for P13-O/P13-N participated in various pathological processes. In the physiologic conditions on P9, however, 135 genes were upregulated compared with P30; the gap junction and Fc gamma R-mediated phagocytosis were the two main enriched pathways for these genes. Fifty-three probes, including vascular endothelium growth factor A, annexin A2, and endothelin 2, changed at P13-O but not at P9-N, and these changed genes might reflect the modulation of pathological neovascularization.

**Conclusions:**

Angiogenesis in physiologic and pathological conditions is characterized by the differential presentation of vasculature and gene expression patterns. Investigation of those genes unique to the OIR model may help develop new strategies and therapies for intervening in retinal neovascularization.

## Introduction

Retinal neovascularization (RNV) is a common pathological process that occurs in the later stages of several blinding retinal disorders, including retinopathy of prematurity, diabetic retinopathy, and retinal vein occlusion. RNV comprises a complex cascade of molecular and cellular events, among which the oxygen supply-related pathway plays an important role, regardless of the original etiological factors. Specifically, retinal ischemia induced by disturbances in vascular function acts as an angiogenesis mediator. Unlike the knowledge of choroidal neovascularization, which has come mainly from studies using human subjects and, to a lesser extent, laser-induced choroidal neovascularization in rodents, the main body of knowledge of RNV is from rodent models of oxygen-induced retinopathy (OIR). This model faithfully mimics two phases of retinopathy of prematurity—the initial vasoobliteration and subsequent neovascularization. Using this model, the role of many angiogenic factors such as vascular endothelial growth factor (*Vegf*) [1], angiopoietin-2 [2], hypoxia-inducible factor-1 (*Hif1*) [3], tumor necrosis factor [4], nuclear factor-κB [5], and insulin-like growth factor-1 [6] has been shown in RNV pathogenesis. Among these, *Vegf* has attracted the most attention, and strategies targeting this molecule have been successfully used in managing neovascularization in and out of ocular environments [7-9]. Other potential players in various RNVs remain to be defined. In the project described here, we started by comparing the vessels’ growth patterns in normal-developing retinas and in the murine OIR model, followed by profiling the gene expression patterns at various stages of these physiologic and pathological conditions. While this study was in progress, three similar studies, all using a microarray strategy and OIR models, were published [10-12]. Even though similar protocols were used for the OIR models, there were major differences in the results described below and those of the three previous reports, and the current report emphasizes the difference in pathological and physiologic angiogenesis at the histological and molecular levels.

## Methods

### Animal model

Wild-type C57BL/6J mice were used in this study. Normal controls were raised in normal air from birth. The OIR model that was used [13,14] involves transferring newborn pups at postnatal day 7 (P7) and their mothers to chambers supplied with 75±2% oxygen under continual monitoring with an LBCY-12C oximeter (Lubo WeiYe Environmental Protection Technology Co., Ltd, Qingdao, China). After 5 days, the animals returned to and remained in normal air until they were euthanized. At different time points, mice were anaesthetized using intraperitoneal injection of a mixture of 50 mg/kg ketamine (Gutian Pharmaceutical, Fujian, China) and 10 mg/kg chlorpromazine hydrochloride (Harvest Pharmaceutical, Shanghai, China). The retinas were harvested for individual assay as described below. The use of the animals was approved by the institution and adhered to the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research.

### Retinal flat mounts with fluorescein isothiocyanate-dextran perfusion

Anesthetized mice were perfused through the precava with fluorescein isothiocyanated dextran of a molecular weight of 2,000 kDa (Sigma Aldrich, St. Louis, MO). The eyes were enucleated and fixed in 4% paraformaldehyde for 10 to 30 min, depending on the age of the mice. Retinal flat mounts were prepared following routine protocols in this laboratory and examined with a C1-plus confocal fluorescence microscope (Nikon, Tokyo, Japan). Fine adjustment was carefully used to capture the signals produced by vessels in different levels of the retina, and as much of the area of the retina was observed as possible. At least three retinas were included in each group at each time point.

### Microarray analysis

At 24 h or 5 days after entering the hyperoxic chamber (P8 and P12, respectively) and 24 h after returning to a normoxic atmosphere (P13), the animals were euthanized via cervical dislocation under anesthesia, and their eyeballs removed. Ten neural retinas from five mice were harvested and pooled into one sample. Control samples of age-matched normal mice were similarly prepared. To evaluate the gene expression patterns in the physiologically developing retinal vasculature system, we also compared the gene expressions of normal retinas at day 9 (P9) and P30. These two time points were selected because the physiologic retinal vasculature develops quickly at P9, whereas at P30 the retinal vasculature is mature and stable. Due to the limited number of pups in most litters, the five animals in the same experimental sample were originally from the same litter, but the mice for different samples in all groups were from different litters. For all samples, total RNA was isolated using NucleoSpin RNA clean-up columns (Macherey-Nagel, Düren, Germany). All remaining processes after RNA extraction, up to the preliminary analysis of microarray data, were performed via custom service at Phalanx Biotech Group, Inc. (Hsinchu, Taiwan). Measurements taken using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), and gel electrophoresis was used to ensure the quality of all RNA samples. The RNA integrity numbers were greater than 8.0 and the A_260_/A_280_ greater than 1.91 for all samples, indicating that they were high-quality samples suitable for microarray assay. The total RNA of all 24 samples averaged at 70.3±43.0 μg. A dual labeling and microarray strategy was exploited, with two samples for comparison labeled with Cy5 or Cy3 fluorescence, respectively, but hybridized onto the same microarray. For this purpose, 2.5 μg of RNA from paired samples were subjected to cRNA amplification and complementary RNA labeling with Cy5 or Cy3 fluorescence using an Ambion MessageAmp aRNA kit (Life Technologies, Carlsbad, CA). To eliminate potential bias caused by fluorescence labeling, a fluorescence switch was applied to all pairs. After spectrophotometric quantification (above), an equal amount of labeled sample pairs (10 μg each) was mixed and hybridized onto Phalanx Mouse Whole Genome OneArray Microarrays (Phalanx Biotech Group, Inc.). These arrays had 31,798 probes in total, including 1,876 internal controls and 29,922 for transcripts covering the whole genome, based on the Mouse Exonic Evidence Based Oligonucleotide [15]. Among the transcripts, 21,973 (73.4%) are defined with a gene symbol, whereas the other 7,949 (26.6%) have not yet been formally defined. All probes were engineered using specific lengths (an average of 70 mer) to match the isothermal melting temperatures for superior hybridization performance. Three replicates and three switched replicates were included for each comparison, specifically P8-O/P8-N, P12-O/P12-N, P13-O/P13-N, and P9-N/P30-N. Preliminary statistical analysis was performed with the Significance Analysis of Microarray software (SAM 3.11, Stanford University, Stanford, CA), and the resulting significant genes were subjected to a cutoff with an arbitrary 1.5-fold threshold. The differentially expressed genes identified in specific conditions were compared and annotated using the Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.7), with the whole murine genome as the background, and gene ontology (GO) categorization was performed using a modified Fisher exact test [16]. The p value for each GO category or Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway was calculated as an Expression Analysis Systematic Explorer score [17]. Hierarchical clustering was performed for genes of interest using the Cluster 3.0 program, and the results were transferred onto heat maps using Java Treeview [18]. The complete sets of normalized microarray data were deposited in the NCBI Gene Expression Omnibus, with the accession number GSE38762.

### Reverse transcription and real-time polymerase chain reaction

The expression changes in the genes of interest were confirmed using reverse transcription and quantitative real-time PCR. In brief, total retinal RNA of the OIR models was extracted as described above and reverse transcribed into cDNA using oligo(dT) primers and PrimeScript RT Enzyme (TaKaRa, Dalian, China). Quantitative real-time PCR was performed using the TaqMan method and Probe Real Master Mix (Tiangen Biotech Co., Ltd., Beijing, China) in a 7500 Real-Time PCR System (Applied Biosystems Inc., Foster, CA). Primers and probes (Table 1) were synthesized by GenScript (Nanjing, China), with ribosomal protein L5 (*Rpl5*) as the reference gene. The thermal cycling conditions for all genes were as follows: 95 °C for 10 s followed by 40 cycles at 95 °C for 15 s and 60 °C for 1 min. After analysis with the endorsed software, the fractional cycle number for threshold fluorescence (threshold cycle, Ct) for each reaction was obtained. The average of three duplicates was used to calculate the relative Ct versus *Rpl5* (ΔCt=average Ct_gene_ minus average Ct_Rpl5_) for each sample. The average ΔCt for the three samples in the experimental and control groups was then used to calculate the ΔΔCt of the OIR samples (ΔΔCt=ΔCt_OIR_–ΔCt_control_). The relative expression folds of the OIR samples were calculated as 1/2^ΔΔCt^ [19].

**Table 1:** Primers and probes used for RT-qPCR

Gene symbol (Accession number)	Primer and probe sequence (5′—3′)	Amplicon size (bp)
*Ankrd11*	F: CTGAAGGAGCTGTTCAAGCA	96
NM_001081379	R: TTGCTCACAGGACACAATCA	
	P: TGCTGCAGGCGCAGCTTACC	
*Ankrd37*	F: TGATGTCCAGATTGGCGTAT	120
NM_001039562	R: CTTGCCGTCTGCATACATTT	
	P: CCTGGCACATTCTGGAAAGCCA	
*Anxa2*	F: GTGAAGAGGAAAGGAACCGA	129
NM_007585	R: CTTGATGCTCTCCAGCATGT	
	P: CGCAGTGTGTGCCACCTCCA	
*Mt2*	F: CTGCAAATGCAAACAATGC	116
NM_008630	R: ACTTGTCGGAAGCCTCTTTG	
	P: CCCTGGGAGCACTTCGCACA	
*Tpi1*	F: GAAGAAGTGCCTGGGAGAAC	109
NM_009415	R: CTGTCTGGCAAAGTCGATGT	
	P: AAACCACCTCGGTGCCTGCC	
*Vegfa*	F: CACAGCAGATGTGAATGCAG	111
NM_001025250	R: TTTAAACCGGGATTTCTTGC	
	P: TGACCCTTTCCCTTTCCTCGAACTG	
*Rpl5*	F: GGAAGCACATCATGGGTCAGA	70
NM_016980	R: TACGCATCTTCATCTTCCTCCATT	
	P: TGTGGCAGACTACATGCGCTACC	

## Results

### Comparison of physiologic retinal vasculogenesis and oxygen-induced retinal neovascularization in newborn C57BL/6J mice

We started by monitoring the development of the retinal vasculature in normal C57BL/6J mice from birth (Figure 1). Unlike human beings, mice are completely devoid of blood vessels in the retina at birth (P0-N). Eventually, however, superficial retinal vessels grow radially from the optic disc into the retina, reaching the retinal periphery at P7-N. By P7-N, deep and intermediate vessels are still absent. The deep layer of the retina is formed by P10-N, and the intermediate vessel network is shaped by P12-N. From this point on, the retinal vessels comprise superficial, intermediate, and deep networks over the retina. Certain adjustments or remodeling may occur, as reflected by the slight differences and changes of the vessels, but no more obvious changes were observed in retinal vessels after P25-N.

**Figure 1:**
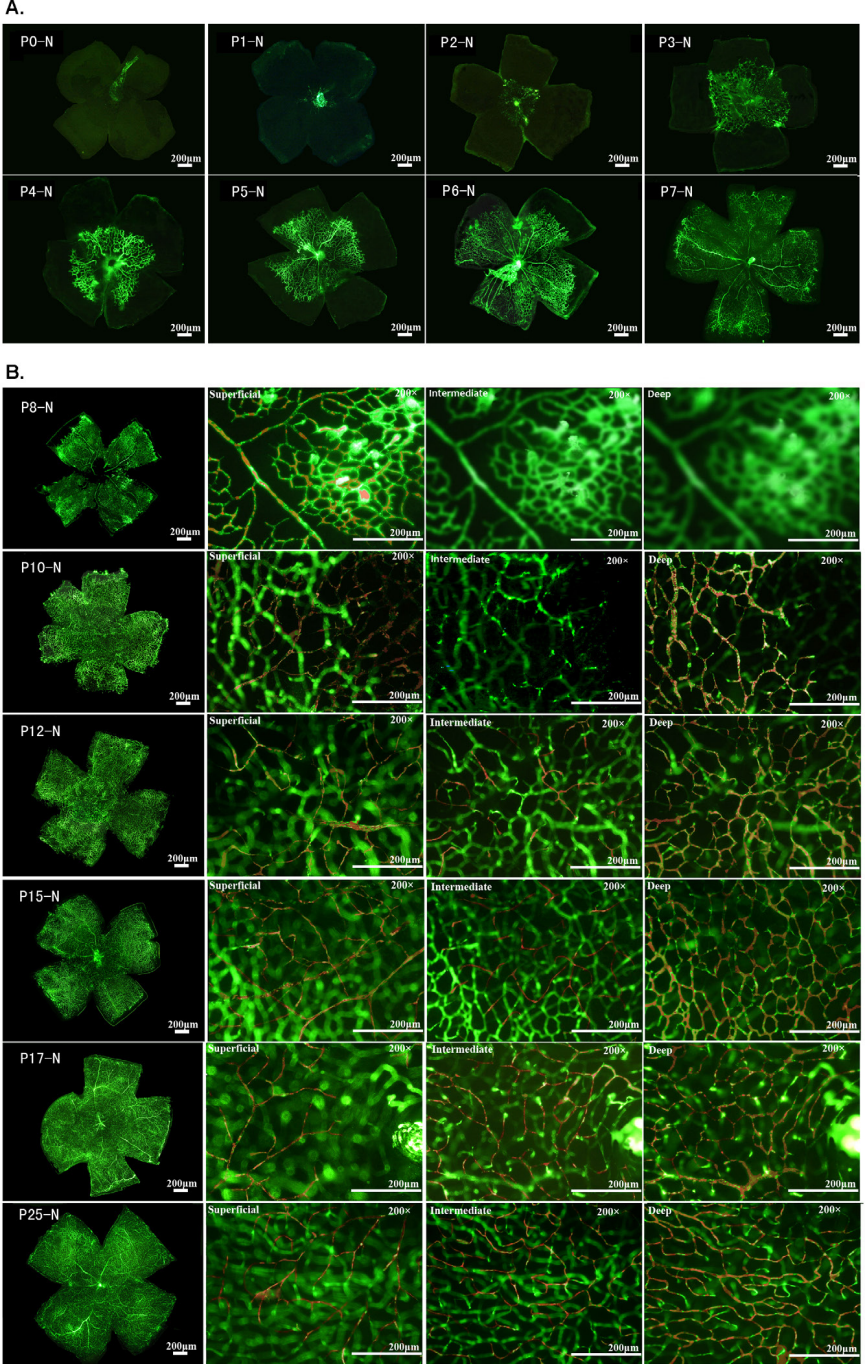
Normal development of the vascular plexuses of C57BL/6J mouse retinas. Following FD-2000S perfusion, retinal whole mounts were examined to assess the distribution of vessels along the width and depth. Great caution was needed to differentiate the vessels at different levels; this differentiation was achieved by continuous slow adjustments of the microscope focus knob. The specified vasculatures (superficial, intermediate, and deep) in the pictures were highlighted by tracing the vessels in red using Adobe Photoshop software. **A**: Observation of retinal vessels as wholemount. From P0 to P7, only superficial retinal vessels were seen to originate from the optic disc, extending rapidly from the inner retina to the peripheral retina during the first week of postnatal development. **B**: Observation of vessels focusing on different layers of the retinal vasculature. From P8, a deep, intermediate vascular plexus started to develop. The deep vascular plexus began forming from vertical vessels diving down from the superficial vascular plexus, expanding from the inner retina into the peripheral retina. In addition, between P8 and P10 the intermediate vascular plexus had not begun to form. At P12, the intermediate vascular plexus was observed, and between P15 and P17, the superficial, intermediate, and deep vascular plexuses were seen all over the retina. After P21, the retinal vessel network was obviously remodeled, especially the intermediate vessel layer, and no obvious changes in the retinal vessels were observed after P25.

The sequential order and pattern of vasculature development are disturbed in the OIR model mice. In general, a large non-perfused area with central vessel constriction was observed 24 h after transfer to the hyperoxic chamber (P8-O). The formation of the non-perfused area may have been caused by the closure and degradation of previous vessels upon hyperoxic challenge. The central retinal vasoobliteration was consistent from P8-O to P12-O, while the peripheral vasoconstriction became aggravated over time. During the entire hyperoxia period, only four to six radial branches of the retinal artery were present in the central area at the superficial level (Figure 2), while intermediate- and deep-layer networks were completely absent over the entire retina (data not shown). While the flat mounts were being prepared, the retinal tissues under hyperoxic conditions were more friable than normal ones, implying that the overall structure of the retina was altered by the hyperoxic treatment. We propose that changes to the retinal vascular system contribute to the overall structural changes of retinas under such conditions. At 24 h after the switch to normoxia, superficial retinal vascularization started along the front line of the perfused area toward the central retina. Aside from the centripetal pattern, the vessels also grew from the superficial layer to the deep layer of the retina. By P15-O, the retina still showed a large area of central vasoobliteration, and the retinal arteries and veins had a dilated and tortuous appearance; furthermore, numerous vascular tufts were present in the transition zone between the non-perfused central retina and the perfused peripheral retina. At P21-O, almost the entire retina was revascularized. From this point on, retinal neovascular tufts regressed gradually and disappeared before P26-O. By P30-O, the OIR retinal vascular network often showed dilated tortuous vessels, abnormal vessel traffic, and uneven vascular distributions (Figure 3), which were absent in the age-matched normal mice. The current study showed that the intermediate networks were absent at P13 and P15, contradicting earlier reports that deep and intermediate vascular networks were observed at P15 [20]. However, no effort was made to pursue this direction, and we have no explanation for these discrepancies.

**Figure 2:**
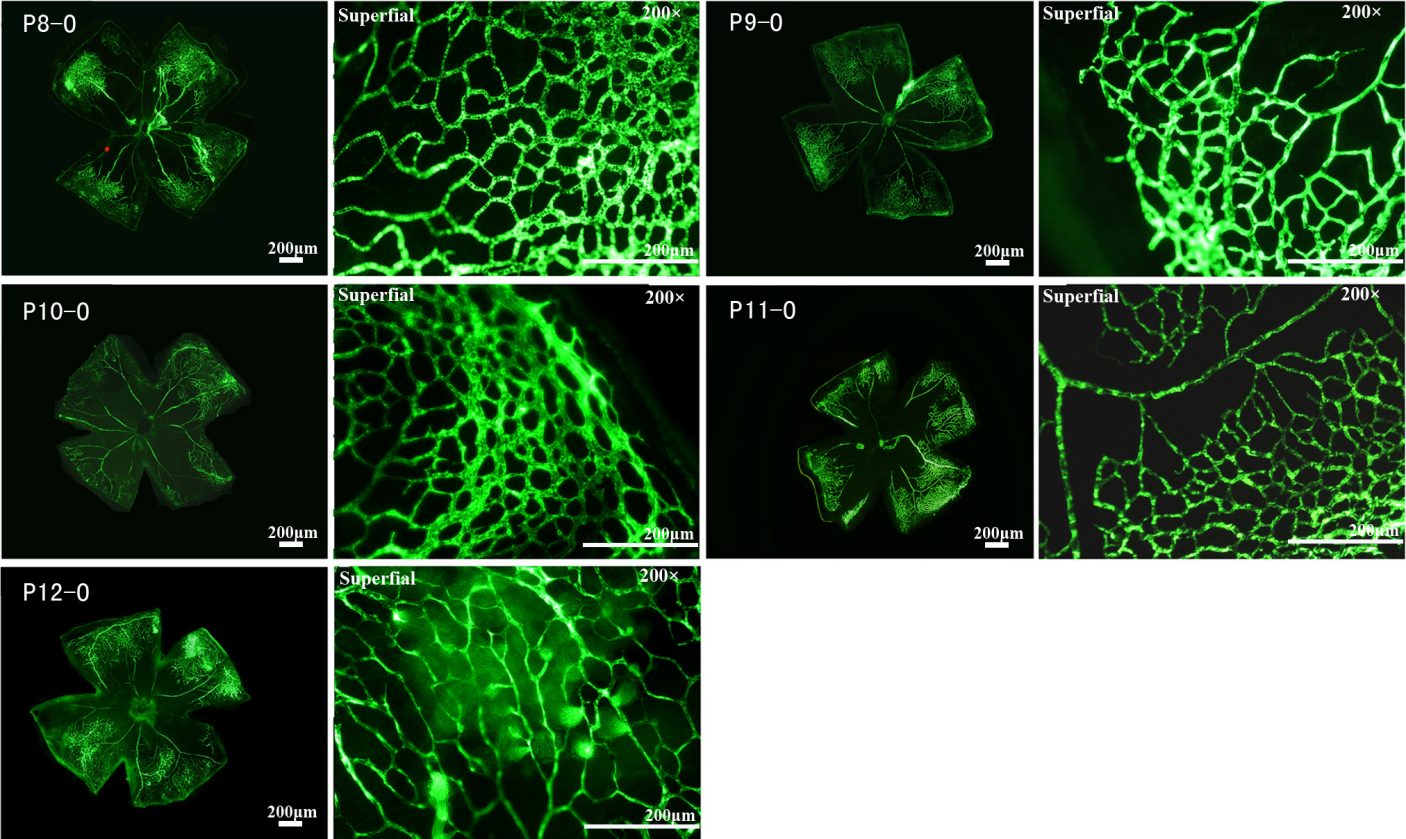
Central non-perfusion area and vasoconstriction under hyperoxic conditions in C57BL/6J mouse retinas. After the mice spent 24 h in a hyperoxic condition, a central area of vasoobliteration (VO) developed rapidly and increased in size until P11, extending further into the peripheral retina, while the size of the central vasoobliteration area decreased slightly from P12. From P8 to P12, only the superficial retinal vascular network was observed, but initiated vascular sprouts were sometimes observed at P12. The development and differentiation of the deep and intermediate vascular plexuses were obviously suppressed. The clear, sharp appearance of all vessels at the single superficial level in all panels also implied the lack of the two other layers of vasculature observed in Figure 1.

**Figure 3:**
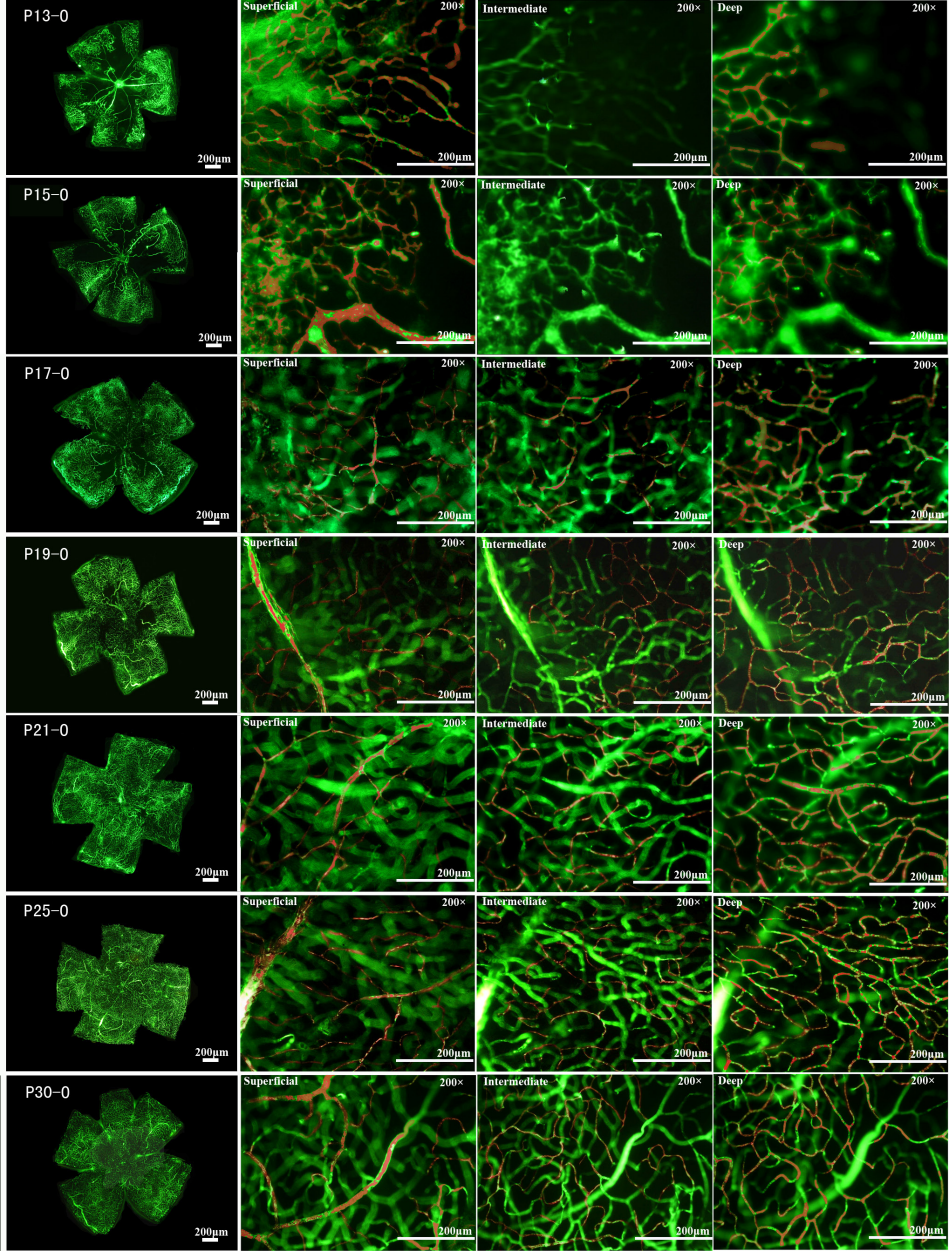
Neovascularization under relative hypoxic conditions in C57BL/6J mouse retinas. After the mice were relocated to room air for 24 h, the size of the vasoobliteration (VO) area decreased slightly, but the deep vascular plexus was observed in the peripheral area, in which area superficial vessels were preserved during hyperoxia. At P15, the size of the VO area continued to decrease, and the deep—but not the intermediate—vascular plexus was observed in the area where superficial vessels were preserved during hyperoxia. The retinal arteries and veins had a dilated and tortuous appearance, and vascular branch sprouts emerged from existing vessels. From P17 to P19, retinal neovascularization progressed rapidly, and numerous vascular sprouts appeared in the transition zone between the vascular and avascular retina. The deep and intermediate plexuses can be observed in almost the same area as the superficial plexus. From P21 to P23, the size of the VO area was small, and neovascularization began to regress. At P25, the VO area was fully revascularized in three layers, neovascularization had completely resolved, and the retinal vessels began to remodel.

### Gene expression changes during the early phases of oxygen-induced retinopathy

To monitor the changes in transcriptomes during the induction and onset of OIR, we compared the gene expression patterns at three critical time points, namely, P8, P12, and P13 (Figure 4). 

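Normal and OIR retinas were compared at P8 (after 1 day in 75% oxygen), at P12 (after 5 days) and at P13 (24 hours after the return to room air), with 3 arrays at each age. Each array set 1 pool of OIR retinas against 1 pool of normal retinas, with 10 retinas of 5 mice in a pool and different litters in different pools. A log2 ratio above 0 stands for a higher level in the OIR retina. The authors deposited normalized log2 ratios. The labels name a scan in each dye orientation, and whether a deposited value holds 1 orientation or both is not stated. The direction was set against the paper's tables: of the ratios there that exceed 1.5-fold, 11 of 11 at P8 and 41 of 42 at P13 had the paper's sign. An array held 12008 to 21189 values for 29922 probes, and the rule for the blanks is not stated. Replicates correlated at r = 0.34 to 0.52 at P12, at 0.04 to 0.46 at P13 and at -0.20 to 0.21 at P8, where replicate 1 had 226 probes at least 1 log2 unit above both other replicates.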

To minimize the potential interference of the expression of genes relating to ocular development in normal mice, the expression patterns of OIR retinas at each time point were compared to those of age-matched animals remaining in normal air from birth, thus making three pairs of samples (P8-O/P8-N, P12-O/P12-N, and P13-O/P13-N). 

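At P8 the glyoxylate reductase gene *Grhpr* fell by 1.24 on the log2 scale in the OIR retina (SE 0.09, 3 arrays, limma adjusted p = 1.1e-05). At P12 *Prnd*, a prion-like gene of growing vessels, fell by 1.47 (SE 0.17, adjusted p = 0.00075). At P13, 1 day after the return to room air, the steroid dehydrogenase *Hsd17b2* rose by 1.58 (adjusted p = 0.0011) and the tubulin *Tubb6* by 1.38 (adjusted p = 0.00036). The thyroid hormone carrier *Slco1c1* of brain vessels fell by 1.31 on the 2 arrays with a value (adjusted p = 0.016). Past an adjusted p of 0.05 and 1.5-fold in limma were 22 probes higher and 33 lower at P8, 75 and 135 at P12, and 83 and 23 at P13, together 327 probes. A one-class SAM at a false discovery rate of 1% with the same fold cutoff passed 12 probes at P8, 65 at P12 and 34 at P13. The limma tests took the spread of each probe from all 15 arrays in 1 fit. A limma fit of each age by itself passed 0 probes at P8, 47 at P12 and 0 at P13. The counts moved with single arrays and settings. At P8, 22 probes in all passed without replicate 2, and those higher numbered 6, 5 and 11 without replicates 1, 2 and 3, 1 in SAM, 36 with arrays scaled to the same spread and 96 with array weights. At P12, 71 passed without replicate 1, 296 without replicate 2 and 97 without replicate 3, and at P13 66 without replicate 1, 39 without replicate 2 and 190 without replicate 3.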

Of an estimated 30,000 probes, 162 changed more than 1.5-fold at one or more time points (Figure 5, Appendix 1). 

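*Vegfa*, the growth factor that hypoxia induces in retinal glia, fell by 1.78 on the log2 scale in high oxygen at P8 (SE 0.12, n = 3, limma adjusted p = 4.9e-06) and rose by 1.22 at P13 (SE 0.12, adjusted p = 0.00022). *Ak3l1*, a mitochondrial adenylate kinase, went, with adjusted p in parentheses, from -1.51 (0.00011) to 1.04 (0.0022), *Pdk1*, which keeps pyruvate out of mitochondria, from -1.18 (4.9e-06) to 0.98 (7.5e-05), and *Ankrd37* from -1.37 (0.0001, 2 arrays) to 0.56 (0.013). The rise of *Ankrd37* stood at an adjusted p of 0.087 without P13 replicate 1 and of 0.18 without replicate 2. In all, 17 probes passed the threshold as lower at P8 and higher at P13, among them *Bnip3*, *P4ha2*, *Pdlim3* and *Col2a1*, and 0 as higher and then lower in limma, against 6 and 0 in SAM. A separate limma fit of each age left 0 probes with opposite changes. Without 1 array, 8 probes (without replicate 2 of either age) to 19 (without P13 replicate 3) changed in opposite directions. The difference between the 2 ages was itself past the threshold for 144 probes, 123 of them higher at P13, and for 80 without P13 replicate 2, 45 in a separate fit, 238 with arrays scaled to the same spread and 490 with array weights. *Chd4*, a chromatin remodelling gene, read 3.04, -0.30 and -0.69 on the 3 P8 arrays, and 1 probe of *Ankrd11* read 3.86, -0.66 and -1.02, so the high value of both came from replicate 1. The authors propose that genes with contradictory changes followed the oxygen pressure. For the hypoxia-inducible genes that the paper names, chosen on these samples and so no independent evidence, 11 of 19 were lower at P8 and 18 of 19 higher at P13 (16 and 19 when adjusted over the list alone, where 1 was also higher at P8). Their medians were -0.71 and 0.95 (camera adjusted p = 2.91e-64 and 2.71e-78, or 0.034 and 0.0115 with an estimated correlation).

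**Figure D1:**
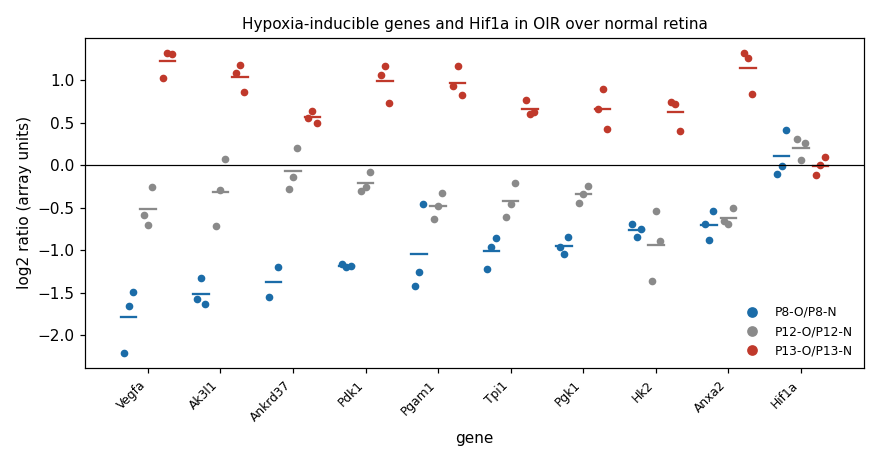
Log2 ratio of OIR over normal retina for 9 hypoxia-inducible genes and Hif1a at P8, P12 and P13. Each dot is 1 array and each bar the mean; values below 0 at P8 and above 0 at P13 are the opposite changes.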

Compared with the genes that showed similar changes at all three time points (like Cluster C1 and C5 in Figure 5), especially at P8-O and P13-O, the genes that manifested contradictory changes at P8-O and P13-O (Clusters C2 and C4 in Figure 5, Table 2) might have done so relative to oxygen pressure changes and may thus provide more information about the development of OIR. When these changed genes were subjected to DAVID analysis, no pathways or GOs were significantly enriched for downregulated genes at any time point or upregulated genes at P12-O. In the 45 upregulated genes with formal nomenclatures for the P8-O/P8-N group, enriched GO was mainly observed at cytoskeleton formation, with *Mtap2*, *Mtap1b*, and *Rasa1* as representative genes. This implies that the cellular response to hyperoxic challenge is mainly related to cytoskeleton remodeling. However, the 62 upregulated genes for P13-O/P13-N have roles in diverse pathological processes (Table 3), indicating that more complex responses are initiated by the hypoxic stimulus. Furthermore, the only enriched KEGG pathway (p value=1.6×10^−4^, enrichment fold=16.9) was glycolysis/gluconeogenesis, which covers glucose phosphate isomerase 1 (*Gpi1*), hexokinase 2 (*Hk2*), phosphoglycerate kinase 1 (*Pgk1*), phosphoglycerate mutase 1 (*Pgam1*), and triosephosphate isomerase 1 (*Tpi1*). 

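*Mtap1b*, whose protein binds microtubules in growing axons, rose by 2.38 on the log2 scale at P8 (SE 0.41, 3 of 3 arrays, limma adjusted p = 0.018). *Mtap2*, its dendritic relative, rose by 1.15 on 1 probe (SE 0.23, adjusted p = 0.049) and read 0.85 on another (adjusted p = 0.23). *Rasa1*, a brake on Ras signalling, rose by 1.01 on 1 probe (SE 0.15, adjusted p = 0.0066) and read 0.11 on the other (adjusted p = 0.72). *Arfgef1*, which acts in vesicle budding, rose by 1.00 on 1 probe (adjusted p = 0.014) and read -0.01 on the other. With any of the 3 P8 arrays left out, *Mtap1b* (adjusted p 0.069 to 0.095) and *Mtap2* (0.073 to 0.26) no longer passed. Neither did *Rasa1* without replicate 1 (0.064) nor *Arfgef1* without replicate 1 (0.082) or replicate 3 (0.074). The probes called higher at P8 had median log2 ratios of 0.35 and 0.49 on P13 replicates 1 and 2, and of -0.14 on P13 replicate 3.

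**Figure D2:**
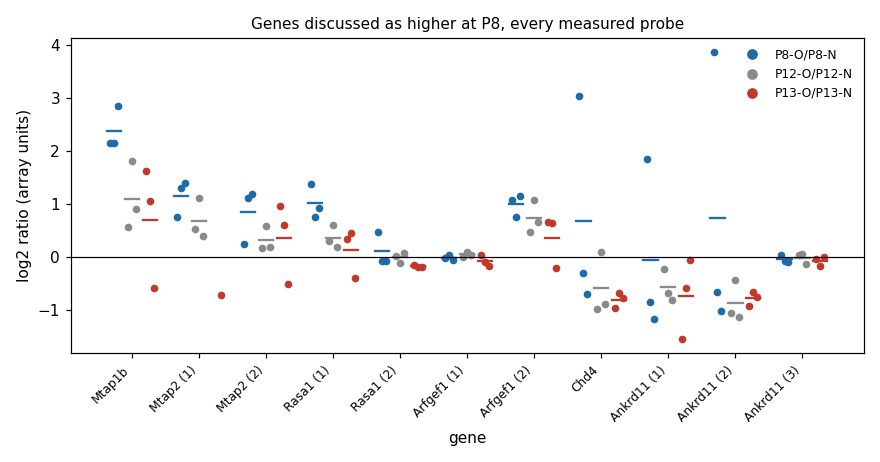
Log2 ratio of OIR over normal retina for each measured probe (numbers in brackets) of genes discussed as higher at P8. Dots are arrays and bars means; for Chd4 and Ankrd11 1 P8 array lies far from the others, and Rasa1 and Arfgef1 have 1 probe that moved and 1 near 0.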

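The 7 gene lists called at P8 by camera were all lower in high oxygen, 2 of them with an estimated correlation. *Pfkl*, the liver form of phosphofructokinase, fell by 0.93 on the log2 scale (SE 0.06, n = 3, limma adjusted p = 4.9e-06), and *Tpi1* and *Pgk1* of the same pathway fell by 1.01 and by 0.95 (adjusted p = 7.4e-05 and 7.6e-05). A further probe of *Tpi1* read -0.37 (adjusted p = 0.41). *Cdh5*, the cadherin that joins endothelial cells, fell by 0.78 (adjusted p = 0.0037), and the amino acid carrier of retinal vessels *Slc38a5* by 1.16 (adjusted p = 0.0014). Among 19 measured genes of endothelial cells, 0 were higher and 5 lower (13 lower when adjusted over the list alone, median -0.43, camera adjusted p = 8.69e-23, or 0.034 with an estimated correlation). Glycolysis genes had a median of -0.52, with 7 of 12 lower (9 lower and 2 higher adjusted over the list alone, 9.32e-34, and adjusted p = 0.0512 with an estimated correlation). From the functions enriched among the higher genes, the authors propose that the response to hyperoxia lies mainly in the cytoskeleton. In a list of 24 neuronal cytoskeleton genes, 3 were higher, the same *Mtap1b*, *Mtap2* and *Rasa1*, which the paper names from these samples, and the median was 0.05 (camera adjusted p = 0.0929, fry adjusted p = 0.0158, Fisher exact p = 2.28e-05 for the 3 higher members, which were chosen on these samples and are no independent evidence).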

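*Vim*, a filament gene of Mueller glia, rose by 1.11 on the log2 scale 24 hours after the return to room air (SE 0.13, n = 3, limma adjusted p = 0.0006), and the complement gene *C3* by 0.83 (adjusted p = 0.00061). *Lgals3*, a galectin of activated microglia, rose by 1.11 (adjusted p = 0.002), and *Neurog2*, a proneural transcription factor, by 1.07 (adjusted p = 0.00015). *Jun*, an immediate early gene, rose by 0.51 (adjusted p = 0.013, but 0.075 without replicate 1 and 0.14 without replicate 2). The 68 higher probes with a gene symbol stand for 63 genes. Reactive glia genes had a median of 0.73 (4 of 14 higher, 10 adjusted over the list alone, camera adjusted p = 1.4e-20, or 0.0177 with an estimated correlation), immediate early genes 0.51 (3 of 8, 5 adjusted over the list alone, 2.8e-06, or 0.0177), microglia and macrophage genes 0.40 (2 of 13, 5 adjusted over the list alone, 1.44e-06, or 0.0217). The paper names *Vim* and *Edn2* of the reactive glia list, *Fos* and *Lgals3* of the other 2 as higher from these samples. Those members are no independent evidence. From the diverse roles of the higher genes the authors propose a more complex response to hypoxia. The medians on replicates 1, 2 and 3 were 0.90, 0.87 and 0.28 for reactive glia and 0.53, 0.52 and 0.19 for immediate early genes. On P13 replicate 3 *Lgals3* read 0.59, beside 1.43 and 1.30 on the other arrays.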

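*Pgam1*, which turns 3-phosphoglycerate into 2-phosphoglycerate, rose by 0.97 on the log2 scale at P13 (SE 0.15, n = 3, limma adjusted p = 0.0051). *Gpi1*, which passes glucose-6-phosphate down the pathway, rose on its 3 probes by 0.89, 0.87 and 0.48 (highest adjusted p = 0.005), while *Tpi1* rose by 0.67 and *Pgk1* by 0.66 (adjusted p = 0.0017 and 0.0013). *Gapdh* rose by 0.81 (adjusted p = 0.009), and *Ldha*, which makes lactate, by 0.43 (adjusted p = 0.022). Of 12 measured glycolysis genes 9 were higher and 0 lower (11 and 1 adjusted over the list alone), with a median of 0.56 and a camera adjusted p of 5.81e-28 (0.0221 with an estimated correlation). The list medians were 0.63, 0.62 and 0.24 on the 3 arrays. The paper states glycolysis as the enriched KEGG pathway among the higher genes, and the 5 genes it names from these samples are members of the list. Without replicate 2 the adjusted p was 0.11 for *Pgam1*, 0.11 for the third probe of *Gpi1*, 0.16 for *Gapdh* and 0.3 for *Ldha*, and without replicate 1 it was 0.11 for *Ldha*.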

Unlike *Vegfa* (Table 2 and Table 3), however, another best-known hypoxic responsive gene, *Hif1α*, did not show significant changes in our study. 

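*Hif1a*, the oxygen-regulated subunit of the hypoxia-inducible factor, is controlled mainly through the stability of its protein. Its transcript read -0.10, 0.00 and 0.42 on the log2 scale on the 3 P8 arrays (mean 0.10, SE 0.12, limma adjusted p = 0.81) and -0.12, 0.00 and 0.09 on the P13 arrays (mean -0.01, SE 0.12, adjusted p = 0.99). At P12 the mean was 0.21 (adjusted p = 0.35). The difference between P13 and P8 was -0.12 (SE 0.18, adjusted p = 0.83), which does not show that the levels were equal. Of 8 measured genes of the HIF pathway at P13, 1 was higher (2 adjusted over the list alone), with a median of 0.05 and a camera adjusted p of 0.00145 (adjusted p = 0.141 with an estimated correlation). That gene, *Egln1*, encodes the prolyl hydroxylase that marks HIF for decay, and it rose by 0.95, 0.99 and 1.09 on its 3 probes (highest adjusted p = 0.00078). The paper lists *Egln1* as changed at P13 from these samples, so this member is no independent evidence.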

The P8-O/P8-N and P13-O/P13-N ratios for *Hif1α* were 1.0491±0.1454 and 1.0493±0.0977, respectively.

**Figure 4:**
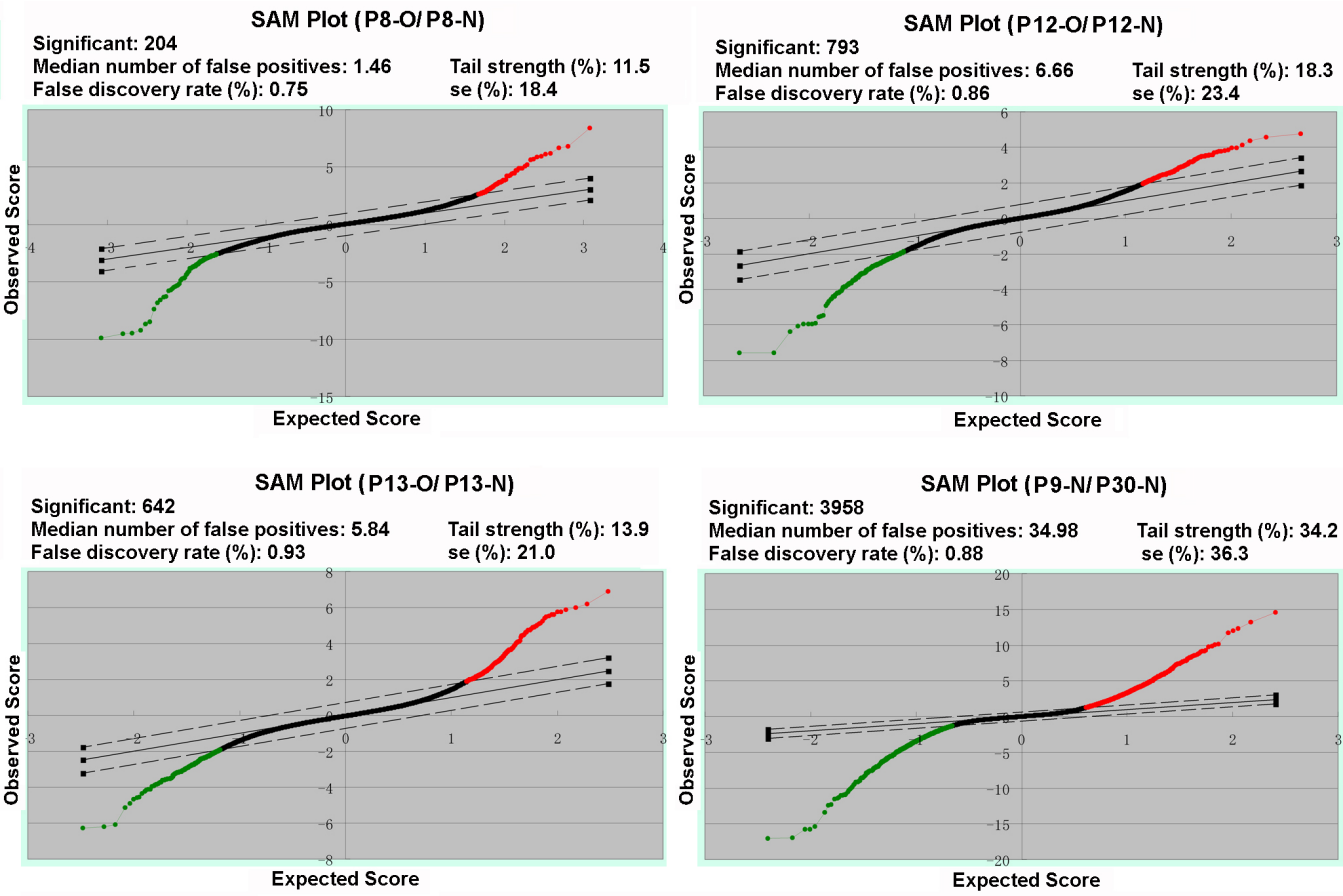
Statistical analysis of microarray (SAM) plots of four comparison pairs. Three arrays were included in each group. The two parallel dashed lines are the cutoff threshold specified by the actual false discovery rate, and the total number of upregulated (red dots) and downregulated (green dots) genes were given for each plot.

**Figure 5:**
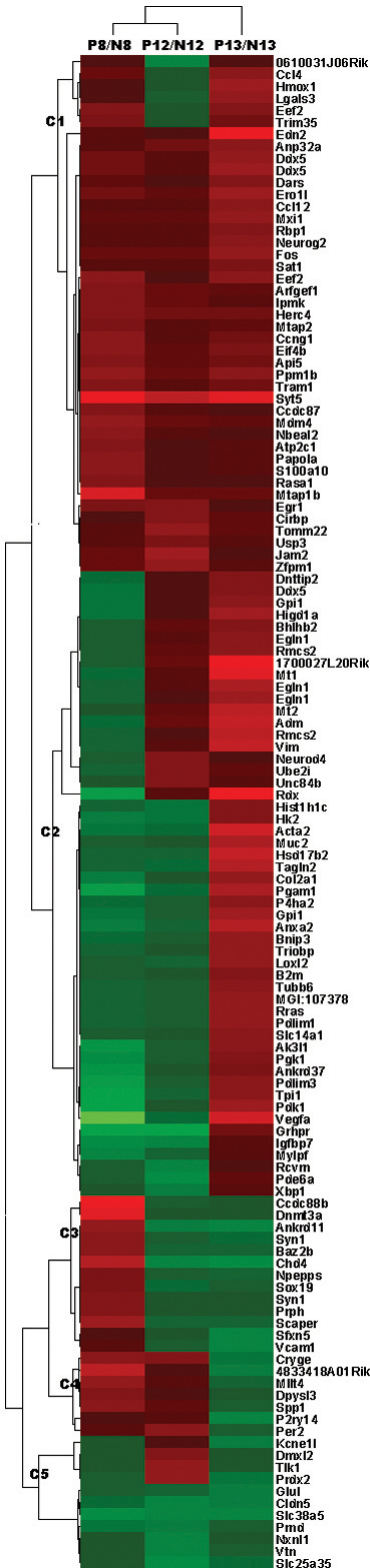
Clustering of the regulated genes that were changed at P8-O/P8-N, P12-O/P12-N, or P13-O/P13-N during the oxygen-induced retinopathy model induction process. Three arrays were included in each group, and the average folds-over-age controls were used. The color bar stands for the log_2_ values of the probe change folds, with red for upregulation and green for downregulation.

**Table 2:** Genes showing opposite changes at P8 and P13 as compared with age controls.

Gene symbol	P8-O/P8-N ratio	P13-O/P13-N ratio
*Chd4*	2.1374	0.5983
*Ankrd11*	1.7291	0.6465
*Anxa2*	0.6669	2.1625
*Pgk1*	0.6066	1.5450
*Ankrd37*	0.5776	1.5206
*Ak3l1*	0.5606	1.7040
*Pgam1*	0.5438	2.0699
*Rdx*	0.5414	10.3585
*Pdlim3*	0.5330	1.6370
*Pdk1*	0.5242	1.8361
*Tpi1*	0.5030	1.6187
*Vegfa*	0.2877	2.4823

**Table 3:** Enriched gene ontology terms in upregulated genes in P8-O/P8-N and P13-O/P13-N.

GO Term	P Value	Genes	Fold Enrichment
P8-O/P8-N			
regulation of cytoskeleton organization	0.012034	*Mtap2, Mtap1b, Rasa1*	17.157
P13-O/P13-N			
glycolysis	1.41E-05	*Tpi1, Pgam1, Hk2, Pgk1, Gpi1*	32.853
glucose metabolic process	1.05E-04	*Pdk1, Tpi1, Pgam1, Hk2, Pgk1, Gpi1*	12.390
generation of precursor metabolites and energy	0.001813	*Tpi1, Pgam1, Hk2, Ero1l, Pgk1, Gpi1*	6.646
circulatory system process	0.00624	*Acta2, Edn2, Hmox1, Vegfa*	10.418
nitric oxide mediated signal transduction	0.006759	*Mt2, Mt1*	289.106
angiogenesis	0.01024	*Hmox1, Vegfa, Gpi1, Anxa2*	8.695
vascular process in circulatory system	0.012388	*Acta2, Edn2, Vegfa*	17.347
response to oxygen levels	0.020371	*Hmox1, Vegfa, Bnip3*	13.344
immune response	0.020881	*Ccl12, Rmcs2, Vegfa, Bnip3, Ccl4, B2m*	3.683
vasoconstriction	0.043145	*Acta2, Edn2*	44.478
negative regulation of multicellular organismal process	0.045008	*Hmox1, Vegfa, Anxa2*	8.673
extracellular matrix organization	0.045821	*Lgals3, Col2a1, Anxa2*	8.587

### Genes involved in the physiologic development of normal retinal vasculature

Due to the obvious difference between normal retinal vasculature and oxygen-induced RNV, we also monitored the genes that might be involved in normal retinal development by comparing the gene patterns at P9-N against those of P30-N. Among all probes corresponding to defined transcripts with formal nomenclature, 135 were upregulated and 231 were downregulated 1.5-fold in P9-N/P30-N (Appendix 2). 

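Relative to P30, genes of working photoreceptors were lower at P9. The potassium channel gene *Kcnj14* fell by 4.55 on the log2 scale (SE 0.22, n = 3, limma adjusted p = 5.9e-09). Likewise the rod transducin *Gnat1* fell by 3.25 and the cone opsin *Opn1mw* fell by 3.18 (adjusted p = 2.9e-09 and 1.9e-08). The genes *Nnat* and *Cd24a* of young neurons were higher by 2.61 and 2.60, and the imprinted growth gene *H19* by 2.56 (adjusted p = 6.5e-09, 9.5e-08 and 8.8e-09). Of 13818 probes tested, 779 were higher and 884 lower past the threshold, 630 and 705 of them with a gene symbol. With arrays scaled to the same spread 370 were higher and 455 lower. Of 22 measured rod genes 0 were higher and 19 lower (19 adjusted over the list alone, median -1.11, camera adjusted p = 6.03e-33, or 0.0213 with an estimated correlation), and of 23 neuronal cytoskeleton genes 18 were higher and 0 lower (18 adjusted over the list alone, median 1.00, 1.8e-16, or 0.00265). Replicates of this comparison correlated at r = 0.83 to 0.90. The deposited ratio of these arrays runs the other way and was inverted, after which 14 of 14 ratios over 1.5-fold in the paper's tables had the paper's sign.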

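*Tubb2b*, a tubulin of migrating neurons, was higher at P9 than at P30 by 1.77 and 1.40 on 2 probes (limma adjusted p = 2.1e-07 and 3.4e-07, n = 3), and *Tuba1a* was higher by 1.39 (adjusted p = 2.9e-07). *Marcksl1* and *Marcks*, which link the membrane to actin, were higher by 2.60 and 1.37. Lower, with log2 ratio and adjusted p in parentheses, were the muscle glycogen phosphorylase gene *Pygm* (-1.06, 2.1e-07), *Hk1* (-0.84, 7.9e-05) and the phosphodiesterase genes of phototransduction *Pde6a* (-2.66, 5.8e-07), *Pde6b* (-0.80, 3.8e-07) and *Pde6g* (-1.04, 1.2e-06). All 8 genes the paper lists under gap junction and Fc gamma phagocytosis were higher (8 adjusted over the list alone, median 1.27, camera adjusted p = 1.33e-16, or 0.0032 with an estimated correlation), and all 10 measured genes listed under starch, sucrose and purine metabolism were lower (10 adjusted over the list alone, median -1.27, 9.81e-21, or 0.0158). Both lists were chosen by the study on these samples and are no independent evidence. *Dcx*, a marker of young neurons outside both lists, was higher by 1.85 on 1 of its probes (adjusted p = 3.0e-07).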

Among the upregulated genes, the gap junction and Fc gamma R-mediated phagocytosis were the two main enriched KEGG pathways, while for the downregulated genes, the main pathways were starch and sucrose metabolism and purine metabolism (Table 4). 

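*Sat1*, which breaks down polyamines, was higher in both settings, by 0.54 at P13 (SE 0.09, limma adjusted p = 0.009, n = 3) and by 1.53 at P9 over P30 (adjusted p = 4.1e-08). Its P13 value stood at an adjusted p of 0.1 without replicate 1 and 0.11 without replicate 2. *Slc38a5*, a carrier of retinal vessels, was lower at P13 (-0.99, adjusted p = 0.0028, but 0.065 without replicate 2) and higher at P9 (1.84, adjusted p = 3.9e-07). Among 10307 probes with a gene symbol tested in both comparisons, 1326 passed the threshold in at least 1, 21 in the same direction and 15 in opposite directions. Chance would give 3.89 probes higher in both, where 15 were found (Fisher exact test, adjusted p = 1.98e-05), 4.31 higher at P13 and lower at P9, where 11 were found (0.00449), 0.885 lower and then higher, where 4 were found (0.00971), and 0.979 lower in both, where 6 were found (0.000456). Opposite directions exceeded chance as the same direction did. Both sets of calls came from 1 fit that shares the spread of each probe, and some genes have several probes. The test takes the probes as independent, so the excess does not by itself show a shared response. The overlap of 36 probes was 22 without P13 replicate 1 and 12 without P13 replicate 2, where the probes higher in both had a Fisher exact p of 0.024 and 0.065, beside 4.95e-06 unadjusted with all arrays. A separate limma fit of each comparison left 0 shared probes, as it passed 0 at P13 (1760 had an unadjusted p under 0.05 in the shared fit), and SAM left 10.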

Taking P13-O/P13-N into account, among all 419 defined probes that changed in at least one condition (P13-O/P13-N, P9-N/P30-N), nine showed consistent changes, and eight showed opposite changes, while the other 402 changed in only one condition (Table 5). The 17 genes that showed opposite or concert changes are listed in Table 6, and the representatives of the 53 probes that changed only at P13-O/P13-N but not at P9-N/P30-N and their corresponding genes are listed in Table 7 (and Appendix 3 for all probes). 

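*Glul*, the glutamine synthetase of Mueller glia, was lower in both settings, at -0.68 at P13 (SE 0.13, limma adjusted p = 0.021, n = 3) and at -2.31 at P9 over P30 (adjusted p = 2.8e-08). *Vcam1*, an adhesion molecule of vessels, was lower at P13 (-0.67, adjusted p = 0.044) and higher at P9 (1.45, adjusted p = 6.3e-06), with a difference of -2.12 (adjusted p = 1.3e-05). *Tagln2* was higher in both (1.11 and 1.12). The P13 calls of these 3 genes did not pass without replicate 2 (adjusted p = 0.19, 0.42 and 0.082), nor those of *Glul* and *Vcam1* without replicate 1 (0.15 and 0.34). Of genes the paper lists as changed at P13 alone, the difference from P9/P30 was tested: it was, with adjusted p in parentheses, 1.40 for *Gpi1* (2.5e-06), 1.29 for *Egln1* (2.3e-05) and 0.68 for *Anxa2* (0.0026). By the paper's real-time PCR, however, *Anxa2* was higher at P9 over P30 by nearly as much as at P13. The differences of *Adm* (0.52, 0.44), *Hmox1* (0.73, 0.1), *Ccl12* (0.72, 0.063) and *Vim* (0.30, 0.3) did not reach an adjusted p of 0.05. In all, 45 probes passed at P13 and not at P9/P30, and for 35 of them the difference was past an adjusted p of 0.05. These probes, and the genes the paper lists, were chosen on the same arrays as a change at P13 alone. That choice favours a difference, so these tests are no independent evidence of it. *Syt5* read -2.21, 3.02 and 2.80 on the 3 P13 arrays (adjusted p = 0.66).

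**Figure D3:**
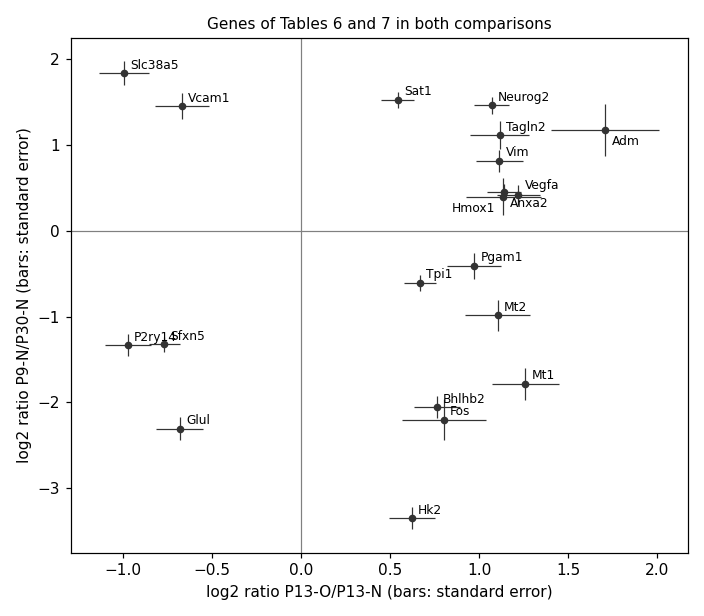
Log2 ratio at P13-O/P13-N against log2 ratio at P9-N/P30-N for 20 genes that the paper lists in Tables 6 and 7. Bars are standard errors (3 arrays each); genes in the lower right rose in OIR retina and are lower in young normal retina, and Vegfa, Anxa2 and Hmox1 lie between 0.3 and 0.5 on the vertical axis.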

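*Vegfa* was higher in normal P9 than in P30 retina by 0.42 on the log2 scale, on 3 of 3 arrays (SE 0.12, limma adjusted p = 0.015), which is under the 1.5-fold cutoff. The rise 24 hours after the return to room air exceeded it by 0.80 (SE 0.17, adjusted p = 0.0041, 6 arrays). The P9/P30 value stood at an adjusted p of 0.054 without replicate 2 and of 0.1 without replicate 3, and at 0.13 with the arrays scaled to 1 spread. The paper's real-time PCR shows no rise of *Vegfa* at P9 over P30. The authors propose that *Vegfa* matters more in pathological than in physiologic vessel growth. P9 and P30 retinas also differ in the maturity of neurons and glia, which a whole-retina ratio does not separate from vessel growth.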

Again, *Vegfa*, the most extensively studied proangiogenic factor, was upregulated in the P13-O/P13-N group but remained unchanged in the P9-N/P30-N group, indicating that this gene might be more relevant with pathological neovascularization but not with physiologic angiogenesis. The changes in several genes of interest were further confirmed with real-time PCR, and good agreement between the microarray and PCR measurements was observed (Table 8).

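*Anxa2*, a membrane-binding protein of vessels and glia, went from -0.70 (SE 0.10, adjusted p = 0.0039) at P8 to 1.14 (SE 0.10, adjusted p = 8.3e-05) at P13 and 0.46 (SE 0.10, adjusted p = 0.0021) at P9 over P30 (log2, limma, n = 3 each). Without replicate 2 the P8 value had an adjusted p of 0.055. *Mt2*, a metal-binding protein, read -0.07 at P8 (adjusted p = 0.92). *Ankrd37* was at 0.10 at P9 over P30 (adjusted p = 0.48), and *Tpi1*, a glycolytic enzyme, at -0.61 (adjusted p = 0.00014). *Ankrd11*, a nuclear regulator, has 3 probes on the array, with P13 means of -0.73, -0.78 and -0.08 (lowest adjusted p = 0.52) and P9/P30 means of 0.11, 0.55 and -0.04 (lowest 0.53). Without P8 replicate 1, the probe of *Ankrd11* that was high on that array fell by 0.84 (adjusted p = 0.03). The paper's real-time PCR has *Ankrd11* higher at P8 and at P13, and lower at P9 over P30. It also has *Mt2* higher at P8 and *Ankrd37* lower at P9 over P30, where the arrays showed no change that passed. For *Anxa2* it has a larger rise at P9 over P30 than the arrays, and for *Vegfa* a smaller fall at P8.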

**Table 4:** Enriched pathways in P9-N/P30-N.

Term	P Value	Genes	Fold Enrichment
**Downregulated pathways**			
Starch and sucrose metabolism	0.008	*Pygm, Gaa, Hk2, Hk1*	9.516
Purine metabolism	0.034	*Pde6a, Pde6b, Adssl1, Pde8a, Pde6h, Pde6g*	3.273
**Upregulated pathways**			
Gap junction	0.028	*Tubb2b, Tubb2a, Tubb5, Tuba1a*	5.931
Fc gamma R-mediated phagocytosis	0.039	*Marcksl1, Marcks, Arpc5, Pik3r1*	5.205

**Table 5:** Matching of genes that changed in physiologic (P9-N/P30-N) or pathological (P13-O/P13-N) angiogenesis.

	**P9-N/P30-N**		
**P13-O/P13-N**	Up-regulated	Down-regulated	Unchanged
Up-regulated	6	5	51
Down-regulated	3	3	2
Unchanged	126	223	21554

**Table 6:** Genes that manifested concert or opposite changes at P9-N/P30-N and P13-O/P13-N.

Gene symbol	Definition	P13-O/P13-N ratio	P9-N/P30-N ratio
*Kcne1*	potassium voltage-gated channel, Isk-related subfamily, member 1	0.6592	2.3086
*Vcam1*	vascular cell adhesion molecule 1	0.6341	1.9022
*Slc38a5*	solute carrier family 38, member 5	0.6191	1.7993
*Rdx*	radixin	10.3585	1.6608
*Tagln2*	transgelin 2	2.1198	1.6158
*Col2a1*	collagen, type II, alpha 1	1.7254	1.9554
*Neurog2*	neurogenin 2	1.7086	1.6937
*Rbp1*	retinol binding protein 1, cellular	1.6143	1.7148
*Sat1*	spermidine/spermine N1-acetyl transferase 1	1.5006	2.1131
*Glul*	glutamate-ammonia ligase 1	0.6594	0.2625
*P2ry14*	purinergic receptor P2Y, G-protein coupled, 14	0.6286	0.6476
*Sfxn5*	sideroflexin 5	0.6238	0.5462
*Mt1*	metallothionein 1	2.6682	0.3433
*Mt2*	metallothionein 2	2.2200	0.6344
*Fos*	FBJ osteosarcoma oncogene	1.7431	0.4556
*Bhlhb2*	Class B basic helix–loop–helix protein 2	1.5353	0.4539
*Hk2*	hexokinase 2	1.5251	0.1495

**Table 7:** Genes that changed at P13-O/P13-N only but remained stable at P9-N/P30-N.

Gene symbol	Gene name	P13-O/P13-N ratio	P9-N/P30-N ratio
*Adm*	adrenomedullin	2.2952	1.2184
*Anxa2*	annexin A2	2.1625	1.2005
*Ccl12*	chemokine (C-C motif) ligand 12	1.6336	1.0920
*Ccl4*	chemokine (C-C motif) ligand 4	1.6343	1.0484
*Chd4*	chromodomain helicase DNA binding protein 4	0.5983	1.4473
Ddx5*	DEAD (Asp-Glu-Ala-Asp) box polypeptide 5	1.8907, 1.7185, 1.5464	1.1269, 1.0889, 0.8610
*Edn2*	endothelin 2	2.8626	0.8801
Egln1*	EGL nine homolog 1 (C. elegans)	1.8848, 2.0157, 1.6188	0.9181, 0.9040, 0.9575
Ero1l*	ERO1-like (S. cerevisiae)	1.8372, 1.9127	0.8408, 0.7613
*Gpi1*	glucose phosphate isomerase 1	1.6661	0.8129
*Hmox1*	heme oxygenase (decycling) 1	1.8236	1.1132
*Muc2*	mucin 2	2.0306	0.9220
*Pgam1*	phosphoglycerate mutase 1	2.0699	0.8084
*Syt5*	synaptotagmin V	2.7145	0.7828
*Tpi1*	triosephosphate isomerase 1	1.6187	0.6997
*Vegfa*	vascular endothelial growth factor A	2.4823	1.2186
*Vim*	vimentin	2.3312	1.4946

Note *: These genes have two or three probes in this array setting, thus have more than one ratio in each condition.

**Table 8:** Confirmation of changes of six genes by RT-qPCR

Gene symbol	P8-O/P8-N PCR ratio	P8-O/P8-N Chip ratio	P13-O/P13-N PCR ratio	P13-O/P13-N Chip ratio	P9-N/P30-N PCR ratio	P9-N/P30-N Chip ratio
*Ankrd11*	2.2830	1.7291	1.5625	0.6465	0.5672	1.2766
*Ankrd37*	0.3149	0.5776	1.8058	1.5206	0.5643	1.0405
*Anxa2*	0.4648	0.6669	3.5604	2.1625	3.2840	1.2005
*Mt2*	5.3914	1.0532	2.1010	2.2200	0.4132	0.6344
*Tpi1*	0.5288	0.5030	2.6888	1.6187	0.7075	0.6997
*Vegfa*	0.7057	0.2877	4.8914	2.4823	0.9922	1.2186

## Discussion

Three previous studies [10-12] employed microarray technology to study gene expressions in OIR models. Although similar OIR models were used, huge differences exist among the previous reports and our own. 

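At P12 the phosphofructokinase gene *Pfkl* fell by 1.00 on the log2 scale (SE 0.06, n = 3, limma adjusted p = 3.2e-06) and the matrix proteoglycan *Bgn* fell by 0.93 (adjusted p = 0.00091). The transcription cofactor *Zfpm1* rose by 0.98 (adjusted p = 0.00093). The junction gene *Jam2* rose by 1.10 on 1 probe (adjusted p = 0.0014) and by 0.83 on another (0.033, but 0.18 without replicate 1 and 0.16 without replicate 3), and the remaining probe read 0.21 (0.3). *Per2*, a clock gene, rose by 0.80 (adjusted p = 0.013, but 0.1 without replicate 1 and 0.062 without replicate 3). Of 12 clock genes 2 were higher (5 adjusted over the list alone, median 0.21, camera adjusted p = 0.00439, and adjusted p = 0.467 with an estimated correlation). At a raw p under 0.05, 3877 of 16516 probes differed. An adjusted p under 0.01 passed 20 probes higher and 67 lower.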

Ishikawa [11] noted that eight genes were upregulated and 75 downregulated by greater than 1.5-fold in hyperoxic retinas over normoxic retinas (P12-O/P12-N), while we recorded 22 upregulated and 15 downregulated probes in the same setting. These two sets of microarray data share only four downregulated genes (*Cldn5*, *Igfbp7*, *Slc38a5*, and *Vtn*) and no upregulated genes for P12-O/P12-N. Unable to address all such discrepancies among all studies, this discussion focused on limited examples, such as *Hif1*.

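*Cldn5*, the tight junction protein of retinal vessels, fell by 1.00 on the log2 scale after 5 days in high oxygen (SE 0.08, n = 3, limma adjusted p = 5.6e-05), and the amino acid carrier *Slc38a5* fell by 1.16 (SE 0.14, adjusted p = 0.0011). *Igfbp7*, a matrix protein of vessels, fell by 0.89 (adjusted p = 0.0047), and *Vtn*, an adhesion protein, fell by 0.82 (adjusted p = 0.0098, but 0.079 without replicate 1 and 0.095 without replicate 3). Other endothelial genes fell as well, with *Cd34* at -1.41 (adjusted p = 0.00016) and *Vwf* at -1.23 (0.00014), as did the basement membrane collagen *Col4a1* (-1.28, 0.00012). Of 21 measured endothelial genes 0 were higher and 16 lower (19 adjusted over the list alone, median -0.68, camera adjusted p = 3.5e-37, or 0.0468 with an estimated correlation). Pericyte genes had a median of -0.49 (5 of 11 lower, 8 adjusted over the list alone, 5.95e-06, and adjusted p = 0.13 with an estimated correlation). *Vtn* is among the pericyte genes here, but at P9 over P30 it read -2.81, low at P9 as rod genes were. Lists outside the vessels were lower too by camera, glycolysis with a median of -0.40 (7 of 12 lower, adjusted p = 2.28e-14), rods -0.14 (5 of 22, 0.0189) and synapse -0.13 (4 of 19, 0.0251), none of them called with an estimated correlation (0.171, 0.735 and 0.449). A fall in whole-retina RNA can come from fewer cells or from less transcript per cell, which the arrays do not separate. The paper's flat mounts show fewer perfused vessels in OIR retina at this age, but do not measure transcript per cell.

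**Figure D4:**
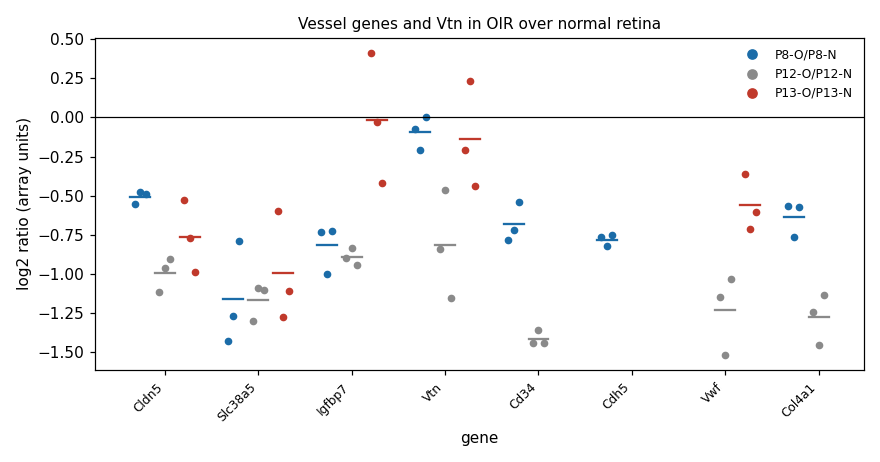
Log2 ratio of OIR over normal retina for vessel genes and Vtn at P8, P12 and P13. Each dot is 1 array and each bar the mean; the P12 values lie below 0, and those of Cd34, Vwf and Col4a1 below -1.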

*Hif1* is a factor most often proposed as responsible for hypoxic stress, including in angiogenesis. To form bioactive *Hif1*, *Hif1α* must dimerize with *Hif1β*, and modulation of *Hif1* activity is mainly achieved with modification (e.g., hydrocxylation or ubiquination) of *Hif1α* subunits and the dimerization process of *Hif1α* with *Hif1β*, though alterations of *Hif1α* gene transcriptions also contribute to modulating overall *Hif1α* activity in certain conditions. Both mechanisms are responsive to oxygen tension-related stimuli (refer to [21,22] for an extensive review). In the OIR models discussed here, *Hif1α* was upregulated by 47,162-fold at P13 in Sato’s study [10] and 2.22-fold at P12.5 (e.g., 12 h after returning to normoxic conditions) in Ishikawa’s study [11], but showed no significant changes in either our P13-O/P13-N array or in Recchia’s study [12]. Not knowing the exact cause of such a discrepancy with any gene in these parallel independent studies, we believe that several variations among the experiments might contribute. First, Sato and Ishikawa used C57BL/6N mice, Recchia used C57BJ/6L mice, and we used C57BL/6J mice. Although OIR strain dependence is already recognized [23], the genetic differences among various sub-strains had also been partially defined [24,25]. Second, all four studies used different array platforms, and significant inconsistencies among different microarray platforms are sometimes expected [24,26]. Moreover, the variations in the in-house experiment protocols in different laboratories (e.g., the time used for animal bedding changes, the time from mice euthanasia to RNA extraction, the pooling of samples from animals, etc.) may all contribute to the different results from these studies.

Similarly, the time courses of oxygen tension changes, as well as the detection time points, need to be considered when interpreting the results with strictly controlled genes like *Hif1*. For example, in a study using epidermal keratinocytes, Weir et al. [27] reported that prolonged (chronic) hypoxia (1% O_2_ for 18 h) leads to the downregulation of *Hif1α* but the upregulation of classical *Hif1* targets such as *Vegfa*. This may, in part, explain the *Vegf* upregulation (Table 2 and Table 8) in the absence of *Hif1* changes in the current study. Similarly, several other genes, such as *Ctgf*, *bFgf*, *Pdgf*, and *Ang1*, are also known to be involved in modulating *Vegf* expression in other situations; however, in the current study, none showed significant changes in the hyperoxia (P8-O/P8-N group) or hypoxia (P13-O/P13-N) challenges (data not shown). Collectively, the roles of *Hif1α*, *Vegf*, or other genes in OIR deserve more extensive investigation.

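*Ctgf*, a matrix factor that connective tissue cells and vessels release, rose by 0.76 on the log2 scale at P13, on 3 of 3 arrays (SE 0.15, limma adjusted p = 0.025), and read 0.03 at P8 (adjusted p = 0.96). The P13 value had an adjusted p of 0.1 without replicate 1 and of 0.3 without replicate 2, and of 0.051 with the replicate number as a block. *Pdgfa* and *Pdgfb*, members of the family that draws pericytes to vessels, read, with adjusted p in parentheses, 0.09 (0.68) and -0.06 (0.96) at P8 and -0.01 (0.97) and 0.42 (0.47) at P13. *Fgf2* and *Angpt1*, the genes of basic FGF and angiopoietin 1, had no value on any of the 6 arrays, so the data do not bear on them. Of 3 measured genes of this set at P13, 1 was higher (1 adjusted over the list alone), with a median of 0.42 and a camera adjusted p of 0.0156 in a set the paper chose on these samples.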

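*Adm*, which encodes adrenomedullin, a peptide that widens vessels and marks endothelial tip cells, rose by 1.71 on the log2 scale at P13 (SE 0.30, n = 3, limma adjusted p = 0.012, but 0.1 without replicate 1 and 0.19 without replicate 2). *Unc5b*, a guidance receptor of tip cells, rose by 0.57 on 1 probe (adjusted p = 0.03, but 0.16 without replicate 1 and 0.3 without replicate 2) and read 0.70 on another with 2 arrays (0.15). Of 15 measured angiogenic factors and receptors 2 were higher and 0 lower (4 and 2 adjusted over the list alone), with a median of 0.03 and a camera adjusted p of 0.0109 (adjusted p = 0.0932 with an estimated correlation). Of 6 measured tip cell genes 3 were higher (4 adjusted over the list alone, median 0.39, 1.36e-06, or 0.0217 with an estimated correlation). The paper names *Adm* of this list, and *Vegfa* and *Edn2* of the angiogenic factors, as higher from these samples. Those members are no independent evidence. *Cldn5*, a gene of established vessels, fell by 0.76 (adjusted p = 0.00027), and endothelial genes had a median of -0.26 at this age (5 of 19 lower, 11 adjusted over the list alone, 6.55e-09, and adjusted p = 0.107 with an estimated correlation).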

Because few changes in classic pro- or antiangiogenic factors were observed in our study, clustering of the regulated genes in OIR (P13-O/P13-N) did not reveal any angiogenic pathways. However, the enrichment of some angiogenesis- or glycolysis-related gene ontology terms in the clustering assay (Table 3) was suggestive. For example, *Hmox1* was grouped with ontology terms of the circulatory system process, angiogenesis, response to oxygen levels, and the negative regulation of the multicellular organismal process (Table 3); its upregulation in P13-O/P13-N thus supports a potential role in OIR. 

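*Hmox1*, the heme oxygenase that hypoxia and oxidative stress induce, rose by 1.14 on the log2 scale at P13, to 1.80, 1.18 and 0.43 on the 3 arrays (SE 0.21, limma adjusted p = 0.016). At P8 it read 0.06 (adjusted p = 0.94) and at P9 over P30 0.40 (adjusted p = 0.17). The P13 value was 0.80 without replicate 1 and 1.11 without replicate 2 (adjusted p = 0.15 and 0.16). With the metallothioneins it made up the 3 of 11 oxidative stress genes that were higher (4 adjusted over the list alone, median 0.10, camera adjusted p = 8.24e-05, and adjusted p = 0.0672 with an estimated correlation). The paper names these 3 genes as higher from these samples, so they are no independent evidence. From its annotation and its rise the authors propose a role in OIR. A change in transcript level alone does not test that role.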

Pursuing these genes or gene ontology terms may lead to a comprehensive understanding of neovascularization in the OIR context. Similarly, the enrichment of glucose metabolism-related genes in P13-O/P13-N (Table 3) suggested that the interactions among hypoxia, glucose, and *Hif1* also exist to some extent in the OIR model, as in the case of tumors [28,29]. Although the ultimate results of *Hif1* action may partially depend on glycolysis [30], glucose levels in return affect the responses of *Hif1* expression to hypoxia [31,32]. Again, the absence of changes in *Hif1a* expression and significant changes to glycolysis-related genes (Table 3) in our study reflect the complexity of the interactions between *Hif1* and glycolysis in this experimental condition.

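*Pdk1* and *Ak3l1*, which HIF drives in other cells, and *Bnip3*, a mitophagy gene (1.27 on the log2 scale at P13, SE 0.15, n = 3, limma adjusted p = 0.00061), rose 24 hours after the return to room air beside the glycolytic genes. To reach beyond the genes the paper picked, 18 measured hypoxia-inducible genes that it does not name were taken as a list, of which 3 were higher and 1 lower (9 and 1 adjusted over the list alone), with a median of 0.32 and a camera adjusted p of 2.09e-08 (adjusted p = 0.0932 with an estimated correlation). The same list had a median of -0.38 at P8 (4 of 15 lower, 9 adjusted over the list alone, 2.85e-10, and adjusted p = 0.0512 with an estimated correlation). From an unchanged *Hif1a* beside changed glycolytic genes the authors reason that the relation between them is complex. The transcript of *Hif1a* does not report the amount of its protein, which was not measured.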

Another issue that deserves discussion is the differential behaviors of genes in the P9-N/P30-N and P13-O/P13-N settings, which were assumed to represent physiologic and pathological vessel formation, respectively. 

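*Neurog2* was higher in young normal retina as well, by 1.46 on the log2 scale (limma adjusted p = 1.3e-07, n = 3), and the P13 ratio differed from that by -0.40 (adjusted p = 0.064). *Adm* was also higher at P9 than at P30, by 1.18 (SE 0.30, adjusted p = 0.0079, but 0.082 without replicate 3), and so was *Vim* (0.82, adjusted p = 0.00026). *Cldn5* differed between the settings by -1.17 (adjusted p = 9.6e-06) and *Cdh5*, the endothelial cadherin, by -1.09 (adjusted p = 0.00016), each with the lower ratio at P13. *Fos*, an immediate early gene, was lower at P9 (-2.20, adjusted p = 8.3e-06) and read 0.80 at P13 (adjusted p = 0.15). Over all probes tested in both settings, 1447 differed past the threshold, 748 higher at P13-O/P13-N and 699 lower, and 776 (434 and 342) with arrays scaled to the same spread. The authors propose separate regulation of pathological and physiologic vessel growth, and the difference between the settings also holds the maturation of rods and neurons between P9 and P30.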

The genes that relate to angiogenesis but show differential changes in P13-O/P13-N and P9-N/P30-N (Table 6 and Table 7) might imply that hypoxia-induced RNV and physiologic angiogenesis are under the control of different regulating networks. This hypothesis is in line with the findings in a recent study, where Chabot showed that some molecules (e.g., CD160) were selectively expressed in newly formed blood vessels in tumors but not in healthy tissues, and that antibodies against these molecules reduced neovascularization in several animal models, including the murine OIR model [33]. Similarly, we propose that the genes upregulated in the P13-O/P13-N setting, regardless of changes in the P9-N/P30-N setting, may pose potential targets for managing neovascularization. Examples of such genes include *Hk2*, metallothionein 1 (*Mt1*), and *Mt2* (Table 6). 

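*Hk2*, the hexokinase of fast-growing and hypoxic cells, rose by 0.62 on the log2 scale at P13 (SE 0.13, n = 3, limma adjusted p = 0.03) after a fall at P8 (-0.77, adjusted p = 0.018) and at P12 (-0.93, adjusted p = 0.0024). In normal retina it was lower at P9 than at P30 (-3.35, SE 0.13, adjusted p = 9.9e-10). *Mt1* rose by 1.26 at P13 (SE 0.19, adjusted p = 0.0037) and was lower at P9 (-1.78, adjusted p = 6.9e-06). Both metallothioneins bind zinc and copper and respond to oxidative stress. The P13 call of *Hk2* stood at an adjusted p of 0.21 without replicate 1 and 0.29 without replicate 2, and its P8 call at 0.068, 0.14 and 0.066 without replicates 1, 2 and 3. The authors propose genes that rose at P13 as targets, whatever their change between P9 and P30.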

*Hk2* has long been known as a glycolytic enzyme, and has recently been proven to be involved in tumor or metabolic disorders [34-36] or hypoxia-induced angiogenesis in these conditions [37]. *Mt* is a family of cysteine-rich, low molecular weight proteins, the gene expression of which is induced by various stimuli, such as metal exposure, oxidative stress, and cytokines. *Mts* are thus involved in various injury- or stress-related pathological processes such as ischemia [38], ischemia-reperfusion injury [39], wound healing [40], and inflammation or immune responses [41,42]. Recent studies using *Mt* knockout mice have shown that *Mt1* and *Mt2* are involved in angiogenesis by functioning in endothelial cells, smooth muscle cells, and macrophages [43,44]. Our observation that *Hk2*, *Mt1*, and *Mt2* were upregulated 24 h after switching to relative hypoxic conditions provided further evidence for the roles of *Mt* in pathological angiogenesis; hence, *Mt* is potentially useful in managing neovascularization-related disease. 

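*Mt2* rose by 1.10 on the log2 scale 24 hours after the return to room air, to 1.36, 1.51 and 0.45 on the 3 arrays (SE 0.18, limma adjusted p = 0.0079), and was lower at P9 than at P30 (-0.98, adjusted p = 0.00086). At P8 *Mt1* read -0.38 (adjusted p = 0.49). The P13 rise of *Mt1* exceeded its P9/P30 ratio by 3.04 (SE 0.26, adjusted p = 4.1e-06), that of *Mt2* by 2.09 (adjusted p = 7.1e-05) and that of *Hk2* by 3.97 (adjusted p = 4.8e-08). Without replicate 2, the P13 calls stood at an adjusted p of 0.084 for *Mt1* and 0.15 for *Mt2*, which stood at 0.088 without replicate 1. The arrays show transcript levels in the whole retina and not in which cells the metallothioneins rose.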

For similar reasons, several other genes, including annexin A2 and endothelin 2 (Table 7), are being studied in this laboratory for their potential usefulness in managing RNV (data not shown).

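*Edn2*, the endothelin that injured photoreceptors release, read 3.22, 3.94 and 1.11 on the 3 P13 arrays, with a mean of 2.76 on the log2 scale (SE 0.51, limma adjusted p = 0.052). Without replicate 3 its mean was 3.58 (adjusted p = 0.0063), and with array weights 3.45 (0.0032). It had no value on the P9/P30 arrays, so its change there is not known from these data. *Anxa2*, a surface protein that binds plasminogen, kept an adjusted p under 0.05 at P13 with each array left out (highest 0.0035), and it differed between P13 and P8 by 1.84 (SE 0.14, adjusted p = 5.2e-06).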

In summary, the data described here bring insights into hypoxia-induced retinopathy, and contribute to our understanding of the clinical situation of OIR. By monitoring the development of retinal vasculature in a dynamic pattern under physiologic and OIR conditions, we showed that hyperoxic tension not only led to the degeneration of superficial retinal vessels but also delayed the development of the deep and intermediate layers of vasculature (Figure 2 and Figure 3). However, thus far, few studies have been conducted on the contributions of individual layers to the overall physiologic function of the retina, as well as abnormalities of which layers do the most damage to retinal organization and function. Microarray assays of retinas revealed the complexity of molecular networks underlying the development of OIR. Investigating dynamic changes in specific genes such as *Hk2*, *Mt1*, or *Mts2* might help to answer these questions, and more new stage- or site-specific protocols or therapeutics can thus be developed to intervene in neovascularization development, providing novel therapies for related diseases.

## Appendix 1.

Summary of the differentially expressed genes in the three comparison groups. To access the data, click or select the words “Appendix 1.”

## Appendix 2.

Summary of the differentially expressed genes in the P9-N/P30-N comparison. To access the data, click or select the words “Appendix 2.”

## Appendix 3.

All probes that changed only at P13-O/P13-N but remained stable at P9-N/P30-N. To access the data, click or select the words “Appendix 3.”

How the deposited data were processed for this re-analysis (not part of the article)

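RNA of mouse retina was compared on 2-colour whole-genome arrays with 29922 probes. There were 15 arrays in 5 comparisons of 3 arrays each: OIR against normal retina at P8, P12 and P13, normal retina at P9 against P30, and OIR retina at P13 against normal retina at P9. Each array set 1 RNA pool against another, and each pool held 10 retinas of 5 mice. The last comparison is described by the sample labels alone. The replicate numbers of different comparisons were not taken to pair the arrays: the deviations of arrays from the mean of their comparison correlated at -0.26 to 0.25 over 30 pairs of arrays with the same number, and 5 pairs were above 0.1. The highest were between the 2 comparisons with OIR retina at P13, at 0.25 for replicate 1 and 0.23 for replicate 3, beside -0.04 for replicate 2. Pairing through shared pools stays open for these comparisons.

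The values are the authors' deposited normalized log2 ratios of the 2 channels. The values of each array had a mean near 0. The paper's text does not name the normalization, the background correction, the joining of the dye orientations or the rule by which probes were left blank. The direction of the ratios was set from the ratios that the paper prints, and the ratios of P9 against P30 were inverted. For OIR retina at P13 against normal retina at P9 the paper prints no ratio, and the direction was taken from the order of the channels in the labels, which is that of the other OIR arrays. The values have this direction too: the mean log2 ratios correlated at r = -0.66 with those of P9 over P30, 16 of 22 rod genes were higher and 0 lower, and the hypoxia-inducible genes named in the paper had a median of 1.10, beside 0.95 at P13 against normal retina. The reverse direction would turn all 3. An array held 12008 to 21189 values. Of all probes, 7965 were blank on every array and 9839 had a value on all 15. For arrays, the number of arrays limits the precision.

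A probe was tested in a comparison when at least 2 of the 3 arrays had a value. One model with a mean per comparison was fitted to all 15 arrays with limma 3.58.1 in R 4.3.3, the mean log2 ratio was tested against 0 with its moderated statistic, and p was adjusted by Benjamini-Hochberg over the probes tested. A probe passed at an adjusted p under 0.05 with a mean ratio of at least 1.5 or its inverse. Differences between comparisons were contrasts of the same model. Probes without a gene symbol (8902) entered the counts of probes, and 21020 probes had 1 symbol. Of 16675 symbols, 13905 were current in the reference table and 2728 were matched through a synonym. For 37 gene lists written before the data were examined, the probes of a gene were averaged and the list was tested with camera at a preset correlation of 0.01, adjusted over the lists, beside camera with an estimated correlation and fry. Members were counted as higher or lower at an adjusted p under 0.05 without a fold cutoff, in 1 direction on all called probes. Overlaps were tested with 2-sided Fisher exact tests. SAM was a one-class test on the 3 arrays of a comparison at a false discovery rate of 1%, over probes with a value on all 3.

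The genes named were those the paper names, whose printed values had been seen, the 10 highest and 10 lowest called probes with a symbol and 1 sign on every array of each comparison, and up to 4 called members of each list, or any member of a list of 15 or fewer. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

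The procedure was tested on simulated data made for P13-O/P13-N with 14436 probes. At an adjusted p under 0.05 without the fold cutoff, limma called 186 probes, of which 5 were false (2.69%). It recovered 39 of 50 probes changed by 0.6 on the log2 scale and 45, 48 and 49 of 50 changed by 1, 1.5 and 2. With the fold cutoff it recovered 27 of the 50 changed by 0.6, and as many as before of the larger changes. SAM called 115 probes, of which 3 were false. The 1 raised list was found (camera adjusted p = 1.14e-19) and 0 of the other lists were called. Each simulated probe was drawn with its own independent noise. The simulation therefore does not test the lists under correlation between genes, nor the calls where 1 array stands apart.

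The alternatives tried were a separate fit per comparison, SAM, an adjusted p under 0.01, the test without a fold cutoff, the fold cutoff without a test, the arithmetic mean of ratios, median centring, scaling to the same median absolute deviation, array weights with robust eBayes, other sets of probes, the replicate number as a block, and leaving out each array in turn. Left out were the DAVID analysis, for which no annotation was at hand, the real-time PCR and the histology, which were not analysed here. Each array is taken as independent in the fit, and the OIR pools of P13 and the normal pools of P9 are likely the same in the last comparison as in the others, since the paper counts 24 RNA samples for 4 comparisons.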

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

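The tests of explanations and the other splits of the arrays were written down only after the results were seen, while the contrasts between ages and the gene lists were set before the data were examined. For the stage of maturation, a correlation over all probes near 0 had been seen before the test given here was chosen.

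The response at P13 differed from that at P8 in a direct test. The difference of the log2 ratios was past the threshold for 144 probes, with *Vegfa* at 3.00 (limma adjusted p = 5e-07), *Ak3l1* at 2.55 and *Adm* at 2.42 at the upper end, and *3300001P08Rik* at -1.33, *P2ry14* at -1.02 and *Epha3* at -0.98 at the lower end. Without P13 replicate 2, the difference of *Adm* was 2.19 (limma adjusted p = 0.066). The differences of *3300001P08Rik*, *P2ry14* and *Epha3* also missed an adjusted p of 0.05 without P13 replicate 2 (0.073, 0.11 and 0.077). They missed it without further single arrays too: *3300001P08Rik* without P13 replicate 1 (0.075) or 3 (0.06), *P2ry14* without P13 replicate 1 (0.096), and *Epha3* without P8 replicate 2 (0.092) or P13 replicate 3 (0.058).

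Other values come from data the paper does not discuss. The labels describe a comparison of OIR retina at P13 with normal retina at P9, where 507 probes passed the threshold and rod genes had a median log2 ratio of 0.60. In the OIR comparisons, gene lists of cell types stood apart from the other genes, which the paper did not test as lists although it names some of their members: endothelial cells (-0.68) and pericytes (-0.49) at P12, and reactive glia (0.73), microglia and macrophages (0.40) and tip cells (0.39) at P13. With an estimated correlation pericytes were not called. With groups of 3 arrays no test for a single array standing apart was made.

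For every comparison the signs of its arrays, or the 6 arrays of a difference, were also split in the other possible ways, and in each case 1 split, the real one, gave a count that large. There are 4 splits for 3 arrays and 10 for 6, too few for a share under 0.05. The real count and the highest other were 55 and 13 at P8, 210 and 0 at P12, 106 and 0 at P13, 1663 and 20 for P9 over P30, and 507 and 0 for P13 OIR over P9. For the differences they were 144 and 0 (P13 against P8) and 1447 and 1 (P13 against P9 over P30). The counts of 0 are from limma at an adjusted p under 0.05.

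On P8 replicate 1, 226 probes stood at least 1 log2 unit above both other replicates, among them those of *Chd4* and *Ankrd11*. A swap of channels is argued against by the hypoxia-inducible genes, whose median on this array was -0.87 over 19 genes. Retinas of a younger or older stage would shift the 226 probes along the change from P9 to P30, where their median was 0.14 (quartiles -0.12 to 0.39). These values show no large shift in 1 direction along that change. The change from P9 to P30 need not be that of the days around P8, and probes moving both ways would also give a small median. Lens carried over is argued against by a lens median of -0.45 over 13 genes. RNA quality and the hybridization of this array stay open and were not tested. Differences between litters stay open too, a difference in the stage of maturation among them.

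Some genes called higher at P8 by 1 probe were near 0 by their other probes, such as *Rasa1* and *Arfgef1*. A rise of the neuronal cytoskeleton list as a whole by about as much as the called probes is argued against by a median of 0.0488 over 24 genes (upper quartile 0.19), while a rise of a few members or a smaller one stays open, as fry called the list higher (adjusted p = 0.0158) and camera did not (0.0929), on a list that holds *Mtap1b*, *Mtap2* and *Rasa1*, which the paper chose on these samples and which each lost the call without replicate 1 (limma adjusted p = 0.069, 0.073 and 0.064). Choosing the most extreme probe may be part of it: per called probe, the other probes of its gene kept a median share of 0.422 of the change (11 called probes, quartiles 0.119 to 0.618), against 0.668 for 5 probes called lower (quartiles 0.557 to 0.993), which overlap, so this stays open. A difference between RNA pools apart from oxygen stays open too, as the medians of the 22 higher probes ranged over 0.63 between the P13 arrays, near their P8 median of 0.79, where those of the 33 lower probes ranged over 0.17.

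Endothelial genes were lower at P12, with quartiles from -0.995 to -0.503 over 21 genes. Less pigment epithelium and choroid in the OIR pools is argued against by a median of 0.0481 over 7 of their genes (lower quartile 0.00). A dye bias of these genes as the whole cause is argued against by a median of -0.093 over 20 genes in P13 OIR over P9 (lower quartile -0.24), which differ in age too, and by array medians of -0.36 to -0.16 at P13 beside -0.76 to -0.67 at P12. A smaller bias stays open, as the list was called lower by camera in all 4 comparisons with OIR retina (medians -0.43 at P8 and -0.26 at P13). The call at P13 was lost with an estimated correlation. On the arrays of P9 over P30 the list had medians of 0.37, 0.19 and 0.24. Those ratios were inverted here, so as deposited the list was lower there too. Loss of vessels in high oxygen would lower pericyte genes as well, and their median was -0.49 over 11 genes (quartiles -0.59 to -0.30), so vessel loss is a hypothesis consistent with these values. The paper's perfused flat mounts show an obliterated central area in OIR retina at P12, and no deep or intermediate networks in high oxygen. They do not measure transcript per cell. How much of the fall comes from fewer vessel cells and how much from less transcript per cell stays open. Lists outside the vessels were lower at P12 too (glycolysis -0.40, rods -0.14, synapse -0.13). None of these lists outside the vessels was called with an estimated correlation.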

How the results depend on the processing

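The alternatives were set before the data were examined, and the tests on probes with a value on all 3 arrays of a comparison alone were chosen after seeing the data. Where a value moved, the cause was not tested.

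A separate fit of each comparison passed 0 probes at P8, 47 at P12 and 0 at P13, 47 in the union of these ages, 0 with opposite changes at P8 and P13, 45 for the difference between them and 0 in the overlap of P13 with P9 over P30, against 55, 210, 106, 327, 17, 144 and 36 in the shared fit. In the shared fit 1518 probes at P8 and 1760 at P13 had an unadjusted p under 0.05. SAM passed 12 at P8, 65 at P12, 34 at P13, 100 in the union, 6 opposite and 10 in the overlap. An adjusted p under 0.01 left 23, 87, 62, 152, 11, 76 and 23 in the order of the shared fit.

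Without a fold cutoff 87 probes passed at P8, 1169 at P12, 218 at P13, 4665 for P9 over P30, 1603 for P13 OIR over P9, 1358 in the union, 30 opposite, 2752 for the difference between P13 and P9 over P30, and 128 in the overlap. The fold cutoff without a test passed 212 at P8, 346 at P12, 221 at P13, 674 in the union, 31 opposite (24 of them lower at P8 and 7 higher) and 579 for the difference between P13 and P8.

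Scaling to the same median absolute deviation moved P13 from 106 to 183 (125 higher and 58 lower, against 83 and 23), P9 over P30 from 1663 to 825, the difference between P13 and P8 to 238 (176 and 62, against 123 and 21) and that between P13 and P9 over P30 from 1447 to 776. In the overlap it gave 28 probes in the same and 12 in opposite directions, against 21 and 15. Array weights with robust eBayes raised P8 to 224, P13 to 304, the union to 723, the opposite changes to 27 (25 lower and 2 higher at P8), the difference between P13 and P8 to 490 and the overlap to 78. Median centring and the arithmetic mean of ratios kept all counts they were run on within 1.5 times.

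Leaving out 1 array gave 22 to 50 probes at P8, 71 to 296 at P12, 39 to 190 at P13, 1455 to 1741 for P9 over P30, 396 to 485 for P13 OIR over P9, 175 to 424 in the union, 8 to 19 opposite, 80 to 215 for the difference between P13 and P8, 1253 to 1533 for that between P13 and P9 over P30 and 12 to 51 in the overlap. The counts that moved over 1.5 times were those at P8 without replicate 2 (22), at P12 without replicate 1 (71) or 3 (97), at P13 without any of its arrays (66, 39 and 190 without replicates 1, 2 and 3), in the union without P12 replicate 1 (175) or 3 (206), of opposite changes without P8 replicate 1 (11) or 2 (8) or P13 replicate 2 (8), of the difference between P13 and P8 without P13 replicate 2 (80) and of the overlap without P13 replicate 1 (22) or 2 (12). The probes higher at P13 and in P9 over P30 then had a Fisher exact p of 0.024 and 0.065, against 4.95e-06 with all arrays and 4.21e-09 to 1 over all alternatives. At P8 the 22 higher probes fell to 6, 5 and 11 without replicates 1, 2 and 3, and to 1 in SAM, and rose to 36 with the scaling and to 96 with array weights (33 lower became 45 and 128). The probe of *Ankrd11* that stood high on P8 replicate 1 was reversed without that array, from 0.73 to -0.84 (limma adjusted p = 0.03), while it was 1.42 without replicate 2 and 1.60 without replicate 3 (limma adjusted p = 0.581 and 0.265).

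Gene lists called with an estimated correlation were 2 at P8, 1 at P12, 6 at P13, 4 for P9 over P30 and 6 for P13 OIR over P9, against 7, 9, 15, 16 and 18 with the preset one. fry called 25 for P9 over P30. With 1 array left out the calls were 6 to 11 at P8 (11 without replicate 1), 9 to 10 at P12, 13 to 14 at P13, 15 for P9 over P30 and 18 to 19 for P13 OIR over P9.

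With the replicate number as a replicate block 44 probes passed at P8, 202 at P12, 101 at P13, 1669 for P9 over P30 and 501 for P13 OIR over P9. Tested over probes with a value on all 3 arrays of the comparison, chosen after seeing the data, 44, 206, 104, 1545 and 487 passed.

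Over the named genes, calls were lost in 234 results and gained in 19 with a separate fit, 42 and 10 with the scaling, 1 and 126 with array weights, 44 and 9 with the block, 7 and 4 with centring, and 442 and 33 with 1 array left out, where 1 reversed. Over the gene lists, calls were lost in 45 results with an estimated correlation, in 6 with fry, in 3 with a separate fit and in 21 with 1 array left out. Signal over background was not used here, and the rule for blank values is not stated, so what they limit is unknown.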

Differences from the paper's values

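The tests of other settings in this part were set before the data were examined, and the comparison with the values in the paper was made after. The test differs and the fold cutoff does not: the paper used SAM with a 1.5-fold cutoff, and the counts here are from limma at an adjusted p under 0.05 with the same fold. For genes with several probes the probe nearest to the paper's ratio was used, which favours a match.

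Of single ratios, 11 were over 1.5 times from the paper's, and 10 of them also by more than the standard deviation of the arrays. The other was *Edn2* at P13, at 6.76 (the paper's 2.8626), with a standard deviation of 6.62 and single arrays from 2.16 to 15.4. *Ak3l1* at P8 was 0.351 (the paper's 0.5606), and only array weights removed the difference. *Kcne1* at P13 was 1.41 (the paper's 0.6592), with no setting that removed it, and the neighbouring symbol *Kcne1l* had 0.607. *Muc2* at P13 was 3.07 (the paper's 2.0306), and was nearer with array weights (3.02) or without P13 replicate 1 (2.71). The log2 ratios for P9 over P30 were larger overall, at a median of 1.54 times the paper's over its 14 ratios past 1.5-fold, beside 1.19 at P8 (11 ratios) and 1.07 at P13 (42). Of single genes there, *Slc38a5* was 3.58 (the paper's 1.7993), *Neurog2* 2.76 (1.6937), *P2ry14* 0.397 (0.6476), *Fos* 0.218 (0.4556), *Bhlhb2* 0.241 (0.4539), *Hk2* 0.0982 (0.1495) and *Adm* 2.27 (1.2184), with the paper's value in brackets. Scaling to the same median absolute deviation removed these 7 differences, with 2.58, 2.11, 0.509, 0.321, 0.348, 0.180 and 1.82 in that order, and leaving out 1 array removed those of *P2ry14* (0.445 without replicate 2) and *Hk2* (0.103 without replicate 3). Median centring and the other arrays left out removed none of these 7.

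In the OIR comparisons the union over the 3 ages held 327 probes (the paper's 162). An adjusted p under 0.01 (152), probes with a value on all 15 arrays (239) and leaving out P12 replicate 1 (175) or 3 (206) removed the difference. At P8, 20 probes with a symbol were higher (the paper's 45), and only the scaling removed it (31). At P12, 75 probes were higher (the paper's 22), which an adjusted p under 0.01 removed (20), and 135 lower (the paper's 15), which no setting removed. SAM called 12, 71 and 43 probes at P8, P12 and P13 before the fold cutoff, where Figure 4 of the paper shows about 200, about 790 and about 640, read by eye. These counts may not be like for like. The SAM here was a one-class test at a false discovery rate of 1%, over probes with a value on all 3 deposited arrays. The paper used the SAM program, describes switched replicates as well, and its text gives no rate.

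For P9 over P30, 630 probes with a symbol were higher (the paper's 135) and 705 lower (the paper's 231), and no setting removed either. Of probes changed at P13 or in P9 over P30 there were 1326 (the paper's 419) and in only 1 of them 1290 (the paper's 402), again with no setting that removed it. In the same direction in both were 21 (the paper's 9; removed by SAM, 6, an adjusted p under 0.01, 10, and without P13 replicate 1, 9, or 2, 8), and in opposite directions 15 (the paper's 8; removed by the scaling, 12). By cell of the paper's Table 5, 15 were higher in both (the paper's 6; SAM 6, adjusted p under 0.01 7, without P13 replicate 1 6 or 2 4), 11 higher at P13 and lower in P9 over P30 (the paper's 5; SAM 4, the scaling 7, without P13 replicate 1 7 or 2 4) and 6 lower in both (the paper's 3; adjusted p under 0.01 3, all-array probes 3, without P13 replicate 1 3 or 2 4). Lower at P13 alone were 5 (the paper's 2; adjusted p under 0.01 2, all-array probes 3, without P9 over P30 replicate 1 3 or 2 3). In P9 over P30 alone 589 were higher (the paper's 126), with no setting that removed it, and 656 lower (the paper's 223), removed by the scaling (327).

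Some statements differ in direction or call. The paper has *Chd4* and *Ankrd11* change in opposite directions at P8 and P13, while only P8 replicate 1 was above 0 for either on the probe nearest to the paper's ratio (mean log2 ratio 0.68 and 0.73) and the difference between the ages had a limma adjusted p of 0.396 and 0.510. *Ankrd11* had 2 further probes, near 0 on average at P8 (-0.05 and -0.04). The paper's real-time PCR has *Ankrd11* higher at both P8 and P13. The paper has *Vegfa* unchanged in P9 over P30, where the log2 ratio was 0.42 (limma adjusted p = 0.015), which is under 1.5-fold and lost its call without replicate 2 (0.054) or 3 (0.1) and with the scaling (0.131). The paper's real-time PCR shows no rise of *Vegfa* there either. *Ctgf*, unchanged at P13 in the paper, was 0.76 (limma adjusted p = 0.025), but the call was lost without replicate 1 (0.1) or 2 (0.3), with the replicate block (0.051) and in a separate fit (0.173). *Adm*, changed at P13 alone in the paper, was 1.18 in P9 over P30 (limma adjusted p = 0.0079, but 0.082 without replicate 3). The paper found no enrichment by DAVID among genes lower at P8, while the glycolysis and endothelial lists were lower there by camera. These tests are unlike: DAVID took the genes past a cutoff, and camera took chosen lists over all measured genes. The 2 results need not conflict. With an estimated correlation the endothelial list was still called (adjusted p = 0.034) and the glycolysis list was not (0.0512).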

Other observations

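The labels hold 1 comparison that the paper does not describe, OIR retina at P13 against normal retina at P9, with 338 probes higher and 169 lower in the OIR retina. The direction rests on the order of the channels in the labels, which is that of the other OIR arrays, and the mean log2 ratios correlated at r = -0.66 with those of P9 over P30, where P9 is the numerator. Its tests were set before the data were examined, and the genes named follow the rule set then. The highest included *Kcnj14* at a log2 ratio of 3.20 (SE 0.22, limma adjusted p = 1.9e-06), *Gnat1* at 2.48 (7.1e-07), *Fos* at 2.45 (2.6e-05) and *Opn1mw* at 2.23 (4.5e-06), and the hypoxia-inducible genes that the paper names were higher as a group (18 of 19 higher and 0 lower, median 1.10, camera adjusted p = 1.15e-55, estimated-correlation p = 0.0162). Of hypoxia-inducible genes it does not name, 11 of 21 were higher and 4 lower (median 0.52, camera adjusted p = 9.12e-07), and with an estimated correlation this list was not called (p = 0.162). *Hk2* was 1.71 (4.1e-06) and *Vegfa* 1.33 (1.5e-05). *Edn2* was 2.73 (0.017), with an adjusted p of 0.095 without replicate 1 and 0.07 without replicate 3. Rod genes were higher (16 of 22, median 0.60, camera adjusted p = 3.26e-35, estimated-correlation p = 0.0134).

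Lower were *Gje1* at -2.14 (limma adjusted p = 0.00012), *Slc38a5* at -1.78 (5.2e-06), *Cd24a* at -1.69 (3.6e-05) and *H19* at -1.44 (1.3e-05). Of the neuronal cytoskeleton list 13 of 24 were lower and 1 higher (median -0.32, camera adjusted p = 1.33e-09, estimated-correlation p = 0.0051). Lens genes had a median of 2.26 on replicate 1 and of -0.11 and -0.21 on the others. The ages of the 2 groups differ by 4 days and the OIR group had also been in high oxygen, and this comparison cannot part age from treatment. The paper counts 24 RNA samples for 4 comparisons, so the pools here are those of P13-O and P9-N if no others were made, and this comparison is then not independent of theirs.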
